# Hyperexpression of tumor necrosis factor receptor 2 inhibits differentiation of myeloid‐derived suppressor cells by instigating apolarity during ageing

**DOI:** 10.1002/mco2.605

**Published:** 2024-06-12

**Authors:** Ming Wang, Yijie Han, Xiaohan Yao, Xixi Duan, Jiajia Wan, Xiaohan Lou, Yan Yan, Peiguo Zheng, Fazhan Wang, Linyu Zhu, Chen Ni, Zhenzhen Pan, Zihao Wang, Lin Chen, Zhaoqing Wang, Zhihai Qin

**Keywords:** ageing, differentiation, MDSC, TNFR2

## Abstract

During the ageing process, TNF‐α can promote the expansion of myeloid‐derived suppressor cells (MDSCs). However, it remains unclear which receptor(s) of TNF‐α are involved in and how they modulate this process. Here, we report that TNFR2 hyperexpression induced by either TNF‐α or IL‐6, two proinflammatory factors of senescence‐associated secretory phenotype (SASP), causes cellular apolarity and differentiation inhibition in aged MDSCs. Ex vivo overexpression of TNFR2 in young MDSCs inhibited their polarity and differentiation, whereas in vivo depletion of *Tnfr2* in aged MDSCs promotes their differentiation. Consequently, the age‐dependent increase of TNFR2 versus unaltered TNFR1 expression in aged MDSCs significantly shifts the balance of TNF‐α signaling toward the TNFR2–JNK axis, which accounts for JNK‐induced impairment of cell polarity and differentiation failure of aged MDSCs. Consistently, inhibiting JNK attenuates apolarity and partially restores the differentiation capacity of aged MDSCs, suggesting that upregulated TNFR2/JNK signaling is a key factor limiting MDSC differentiation during organismal ageing. Therefore, abnormal hyperexpression of TNFR2 represents a general mechanism by which extrinsic SASP signals disrupt intrinsic cell polarity behavior, thereby arresting mature differentiation of MDSCs with ageing, suggesting that TNFR2 could be a potential therapeutic target for intervention of ageing through rejuvenation of aged MDSCs.

## 1 INTRODUCTION

Myeloid‐derived suppressor cells (MDSCs) are a heterogeneous group of cells that consists of myeloid progenitor cells and immature myeloid cells.^1^, ^2^ Under physical conditions, MDSCs can differentiate into mature granulocytes, dendritic cells (DCs), and macrophages.^1^, ^2^ Conversely, under various pathological conditions ranging from cancer to ageing, MDSCs fail undergo efficient differentiation. This results in their excessive and prolonged expansion and accumulation.^3^ Given their potent immunosuppressive capability, MDSCs form a significant component of the immunosuppressive microenvironment.^4^ Therefore, deepening understanding of the mechanisms that prevent MDSCs from maturing is crucial for mitigating their immunosuppressive effects.

With chronological age increases, MDSCs’ expansion and activation (enhancement of immunosuppressive capability) also progressively augment.^3^, ^5^, ^6^ The transcription factor NF‐κΒ is proved to play a central role in the generation of senescence‐associated secretory phenotype (SASP), especially TNF‐α and IL‐6.^7^, ^8^ Gradually increased proinflammatory cytokines of TNF‐α and IL‐6 serve as major extrinsic mediators for MDSC expansion with ageing.^3^, ^9^, ^10^ However, the key intrinsic pathways, especially the TNF‐α receptors, regulating MDSCs’ differentiation during ageing are elusive.

In vertebrates, TNF‐α exerts functions through its two receptors, TNFR1 and TNFR2.^11^ These receptors are extremely distinct in structure, expression, distribution, and signaling.^12^, ^13^ TNFR1, but not TNFR2, contains a death domain that triggers cell death, whereas TNFR2 dictates cell survival.^14^ TNFR1 is constantly expressed and ubiquitously exists on all types of cells; whereas TNFR2 is inducibly expressed and restrictedly appears in specific cell lines, such as immune, neuronal, and endothelial cells.^15^ Although both receptors can activate their shared default downstream pathway, NF‐kB signaling; the activation of the Jun N‐terminal kinase (JNK) pathway is dependent on TNFR2. This is because only TNFR2 possesses the TRAF2‐interacting‐motif necessary for JNK activation, unlike TNFR1.^14^ Therefore, TNFR2 expression state is a crucial determinant in maintaining the balance of TNFR1–TNFR2 signaling and in determining cellular fates, such as life or death.

Cell polarity is a fundamental cellular behavior required for diverse processes across all cell types, including asymmetric cell division in stem or progenitor cells. For instance, hematopoietic stem and progenitor cells (HSPCs) rely on asymmetric cell division to maintain their dual capabilities of self‐renewal into a daughter stem cell and differentiation into multiple cell lineages.^16^, ^17^ Accordingly, apolarity has been recognized as an intrinsic mechanism leading to differentiation blockage in aged HSPCs.^18^, ^19^ Although differentiation blockage in MDSCs has been observed in distinct pathological conditions,^20^ it remains unknown whether such developmental failure is attributable to cell polarity abnormality under such conditions, especially ageing process.

In *Drosophila*, Grindelwald is the homologous protein to vertebrate TNFR2 and overexpression of its intracellular domains is sufficient to induce sustained JNK activation.^21^ Interestingly, fly TNFR2 colocalizes to the apical zone with the apical cell polarity determinant Crumbs, coordinating Crumbs‐induced apolarity with JNK activation in epithelial tumors.^21^ Beside its role in integration of TNFR2 signaling, JNK is also a well‐known effector downstream from the noncanonical Wnt/planar cell polarity (PCP) pathway.^22^, ^23^ The TNF‐α/NF‐kB pathway plays a significant role in the expansion of MDSCs with ageing.^3^, ^9^ However, the specific receptor of TNF‐α implicated in this process remains elusive. Furthermore, the critical involvement of vertebrate TNFR2 in regulating cell polarity through JNK has yet to be investigated.

Our previous investigation has revealed that the TNF‐α/TNFR2 axis promotes expansion of tumor‐infiltrated MDSCs through inhibiting their apoptosis.^24^ Considering the established causal relationship between apolarity and differentiation failure in aged HSPCs, the critical role of fly TNFR2 in epithelial cell polarity, and the context‐dependent nature of MDSCs’ expansion, we hypothesized that TNFR2 could contribute to the expansion of ageing‐related MDSCs. The present study investigated whether TNFR2 disrupts the cell polarity of aged MDSCs, thereby hindering their mature differentiation progression and subsequent expansion during ageing.

## 2 RESULTS

### 2.1 TNFR2 hyperexpression in MDSCs with ageing

As increases of MDSCs’ expansion and activation are dependent on chronological age,^3^, ^5^, ^6^ we established a murine ageing model, in which the age of young and old wild‐type (WT) mice was 2−3 and 18−24 months, respectively. We found that aged MDSCs expressed increased levels of p16^Ink4a^ and p21^CIP^, two well‐known senescence markers and cell cycle inhibitors, compared with young MDSCs (Figures S1A–C). These data demonstrate the feasibility of the murine model of ageing.

We then determined whether MDSCs accumulate with ageing. Indeed, the fraction of splenic CD11b^+^ Gr‐1^+^ (a marker comprising Ly6G/Ly6C) MDSCs in old mice was significantly increased compared with those in young mice (Figure 1A). Such MDSCs’ age‐dependent accumulation coexisted in its two subpopulations, monocytic (CD11b^+^ Ly6G^−^ Ly6C^hi^) and granulocytic (CD11b^+^ Ly6G^+^ Ly6C^lo^) MDSCs (Figure S1D). In this study, both subpopulations of monocytic and granulocytic MDSCs (CD11b^+^ Gr‐1^+^) were analyzed consistently in all further experiments. These results confirmed the previous findings that MDSCs’ numbers are progressively increased with ageing.

**FIGURE 1:**
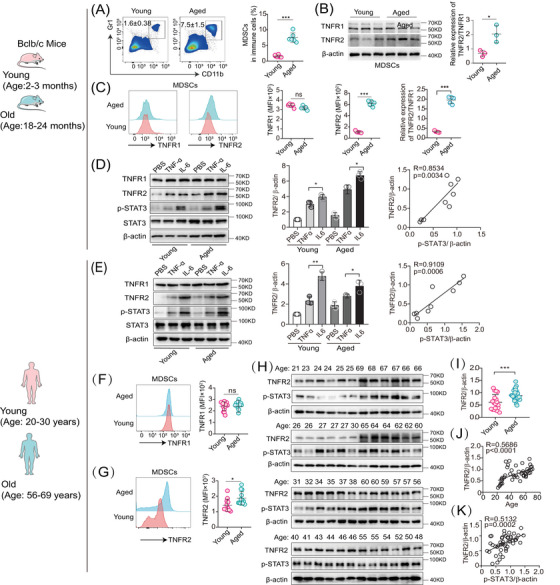
TNFR2 hyperexpression in aged MDSCs. (A) Representative flow cytometry analyses comparing the percentage of splenic Gr1^+^CD11b^+^ MDSCs between young and old mice (*n* = 6). (B) Immunoblotting detecting the expression of both TNFR1 and TNFR2 in splenic MDSCs from young and old mice. The ratio of TNFR2/TNFR1 was calculated using band density after quantification with β‐actin (*n* = 3). (C) Flow cytometric analyses of the expression of both TNFR1 and TNFR2 in splenic MDSCs from young and old mice (*n* = 5). (D and E) The expression of TNFR1 and TNFR2, along with phosphorylation and expression of STAT‐3, were examined in young and aged MDSCs from either murine spleen in (D) or human blood (E) (*n* = 3) following treatment with TNF‐α (10 ng/mL) or IL6 (5 ng/mL) for 30 min. In the middle panels, the relative TNFR2/β‐actin expression was determined by evaluating the band densities of TNFR2 over β‐actin (loading control). In the right panels, Pearson analysis of the correlation between TNFR2/β‐actin ratio and p‐STAT3/β‐actin. (F and G) Flow cytometric analysis of the expression of both TNFR1 and TNFR2 in blood MDSCs from healthy young and old human (*n* = 15). (H) TNFR2 expression and STAT‐3 phosphorylation in young and aged blood MDSCs from healthy young (*n* = 18) and old humans (*n* = 30). (I) The relative TNFR2/β‐actin expression was determined by evaluating the band densities of TNFR2 over β‐actin (loading control). (J and K) Pearson comparison analysis of the correlation between either TNFR2/β‐actin ratio (J, *n* = 48) or p‐STAT3/β‐actin (K) and human age. The results were reported as Spearman's correlation coefficient (R) and the corresponding *p*‐value. Data in panels (A, C, F, and G) are representative of at least three independent experiments and are presented as mean ± SD. Statistical analyses were performed using a *t*‐test. *p < 0.05, **p < 0.01, ***p < 0.001, and ns, not significant. MFI, mean fluorescence intensity.

We then checked whether ageing affects MDSCs’ activation. First, we compared the in vitro inhibitory effects of young and aged MDSCs on T cell proliferation through coculturing MDSCs with naive CD3^+^ T (CD4^+^ and CD8^+^) cells in the presence of concanavalin A (ConA). The results showed that the frequency of T cells cocultured with aged MDSCs was significantly decreased than those cocultured with young MDSCs (Figure S1E). Second, we compared the in vivo inhibitory effects of young and aged MDSCs on T cell proliferation by assessing ζ chain expression of T cells in young and old mice based on the observations that MDSCs inhibit T and NK T cell functions through downregulation of the ζ chain expression in their T cell receptor.^20^, ^25^ The results showed that old mice had a significantly reduced ζ chain expression in CD3^+^ T (CD4^+^ and CD8^+^) cells compared with young mice (Figure S1F). These results thus proved that the activation of aged MDSCs also increased with ageing.

The upregulation of TNFR2 in cancerous cells is a prevalent phenomenon.^26^ To explore whether this trend was also existed in aged MDSCs, we conducted a comparative analysis of TNFR2 expression between young and aged murine MDSCs using immunoblotting and flow cytometry. Our findings revealed that in aged MDSCs, the TNFR2 expression was significantly increased by about 300% (*p* < 0.05), whereas the TNFR1 expression remained unchanged, resulting in the TNFR2/TNFR1 ratio in aged MDSCs was double that in young MDSCs (Figures 1B and C).

The transcriptional factor STAT3 not only mediates MDSCs expansion but also induces TNFR2 upregulation responding to TNF‐α and IL‐6.^1^, ^26^ However, whether TNFR2 expression is inducible in MDSCs is unexplored. Given that TNF‐α and IL‐6, two key proinflammatory factors of SASP, are prevalent in the age‐related chronic inflammation microenvironment, we subjected both young (2–3‐month‐old) and aged (18–24‐month‐old) murine MDSCs to treatment with these two SASP factors. Immunoblotting results indicated that both TNF‐α and IL‐6 can induce TNFR2 expression in both young and aged murine MDSCs and the inducible effects of IL‐6 are stronger than those of TNF‐α, but they had no effects on TNFR1 expression (Figure 1D, left and middle panels). TNFR2 expression was significantly correlated with the degree of STAT3 phosphorylation in MDSCs (Figure 1D, right panel)

Next, we wondered whether the same phenomenon also existed in human MDSCs (CD45^+^ HLA‐DR^−^ CD33^+^ CD11b^+^). To this end, we isolated MDSCs from peripheral blood of healthy adults aged 20−82 years. According to the age correlation between mice and humans,^27^ we set up young (20–30‐year‐old) and old (56–69‐year‐old) age groups analogous to mice ages of young and old groups (Figure S1G). Similarly, we also observed that in human MDSCs, TNFR2, but not TNFR1, can be induced by TNF‐α and IL‐6 (Figure 1E, left and middle panels). TNFR2 expression was significantly correlated with the degree of STAT3 phosphorylation in MDSCs (Figure 1D, right panel). In human MDSCs, the upregulated expression of TNFR2 versus the stable expression of TNFR1 with ageing were also confirmed by flow cytometry (Figures 1F and G). Next, we examined the correlation between TNFR2 expression in human MDSCs with ages by immunoblotting. We found that human TNFR2 expression as well as STAT3 activation in aged MDSCs were significantly elevated compared with young MDSCs (Figures 1H, I, and S1H). Pearson's correlation coefficient analysis indicated that TNFR2 expression in MDSCs increased markedly with either age (Figure 1J) or the degree of STAT3 phosphorylation (Figure 1K). Taken together, these results indicate that intrinsic TNFR2 in MDSCs is inducible and its expression levels are escalated with increases in chronological age.

### 2.2 *Tnfr2* deficiency suppresses MDSC accumulation with ageing

To explore whether TNFR2 is involved in the regulation of MDSC accumulation during ageing, we isolated young and aged MDSCs from the blood, spleen and bone marrow (BM) of WT, *Tnfr1* ^−/−^ *and Tnfr2* ^−/−^ knockout mice. Flow cytometry analysis revealed that the proportion of aged MDSCs at all sites from *Tnfr2* ^−/−^ mice was significantly reduced compared with those from *Tnfr1* ^−/−^ and WT mice (Figures 2A–C). In addition, there is no significant difference on the proportion of MDSCs between old *Tnfr1* ^−/−^ and WT mice. In contrast, the proportion of young counterpart MDSCs was similar among all three different mouse strains (Figures S2A–C). These findings demonstrate that *Tnfr2* deficiency can significantly ameliorate the accumulation of MDSCs in old mice.

**FIGURE 2:**
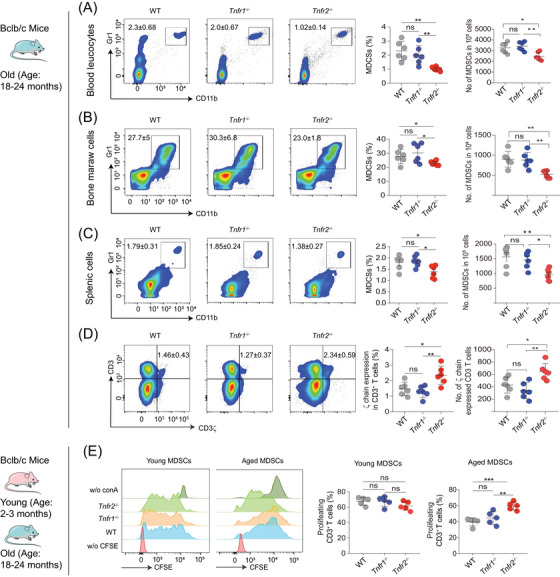
*Tnfr2* deficiency attenuates expansion of aged MDSCs. (A–C) Flow cytometric analyses of the proportion and number of Gr1^+^CD11b^+^ MDSCs in blood (A) bone marrow (B) and spleen (C) of old WT, *Tnfr1* ^−/−^ and *Tnfr2* ^−/−^ mice, respectively (*n* = 6). (D) Flow cytometry analyses of the percentage and number of CD3^+^CD3ζ^+^ T cells in old WT, *Tnfr1* ^−/−^, and *Tnfr2* ^−/−^ mice (*n* = 6). (E) CFSE‐labeled splenic T cells from young WT mice were cocultured with either young or aged splenic MDSCs from WT, *Tnfr1* ^−/−^, and *Tnfr2* ^−/−^ mice (*n* = 5) for 3 days. The percentage of proliferated CD3^+^ T cells was measured by flow cytometry. Data are representative of at least three independent experiments and are presented as mean ± SD. Statistical analysis was performed using one‐way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001, and ns, not significant. WT, wild type; CFSE, 5(6)‐carboxyfluorescein diacetate N‐succinimidyl ester; w/o (without); ConA, concanavalin A.

Next, we asked whether TNFR2 affects the activation of MDSCs. Initially, we compared the in vivo inhibitory effects of aged MDSCs from WT, *Tnfr1* ^−/−^, and *Tnfr2* ^−/−^ mice. The results showed that *Tnfr2* ^−/−^ mice had a significantly increased ζ chain expression in CD3^+^ T (CD4^+^ and CD8^+^) cells compared with WT and *Tnfr1* ^−/−^ mice, demonstrating that aged *Tnfr2* ^−/−^ MDSCs exhibited diminished inhibitory effects on T cells (Figure 2D). Subsequently, we assessed the in vitro inhibitory effects of both young and aged MDSCs from WT, *Tnfr1* ^−/−^, and *Tnfr2* ^−/−^ mice on T cell proliferation by coculturing T cells with MDSCs in the presence of ConA. Our results indicated that the T cells, cocultured with all three types of young MDSCs did not show any difference in proliferation. In contrast, T cells cocultured with aged *Tnfr2* ^−/−^ MDSCs showed a significant increase in proliferation compared with those cocultured with aged WT and *Tnfr1* ^−/−^ MDSCs (Figure 2E). In addition, there were no statistically significant differences in the immunosuppressive activities of aged MDSCs between *Tnfr1* ^−/−^ and WT mice (Figure 2E). These results demonstrated that *Tnfr2* deficiency also inhibits the aged MDSCs’ immunosuppressive activities, implying that TNFR2 expression is positively associated with the expansion and activation of aged MDSCs.

### 2.3 *Tnfr2* deficiency attenuates MDSCs’ proliferation arrest without affecting their apoptosis

Senescent cells are characterized by permanent cell cycle arrest and resistance to cell death,^28^, ^29^ which leads to their accumulation with ageing.^28^ To figure out how *Tnfr2* deficiency can cause MDSCs’ decrease with ageing, we first explored whether *Tnfr2* deficiency induces the cell cycle arrest in aged MDSCs. We chose to measure the expression of p16^Ink4a^ and p21^CIP^, two cell cycle inhibitors, because JNK is involved in transcriptional upregulation of both inhibitors in tumor cells.^30^, ^31^ Flow cytometry analysis showed that MDSCs from *Tnfr2* ^−/−^ mice expressed significantly lower levels of p16^Ink4a^ and p21^CIP^ than those from WT and *Tnfr1* ^−/−^ mice regardless of age (Figures 3A, B and S3A, S3B). Immunoblotting also showed that the protein levels of p16^Ink4a^ and p21^CIP^ in aged MDSCs from *Tnfr2* ^−/−^ mice were reduced compared with those from WT and *Tnfr1* ^−/−^ mice (Figure 3C). 

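For mRNA-seq, MDSCs were isolated from the spleens of aged WT, *Tnfr1* -/-, and *Tnfr2* -/- mice on a BALB/c background, with 2 samples of each genotype, and the MDSCs of 5 mice aged 18 to 24 months were pooled for each sample. Single-end reads of 50 base pairs were sequenced, and the authors deposited one expression value per gene and sample in FPKM, fragments scaled to transcript length and to the fragments sequenced. The table holds 8191 genes, each with the p-value of a one-way ANOVA over the 3 genotypes, and the largest of these p-values is 0.0500. The same ANOVA on the 6 FPKM values of a gene gave the deposited p-value within 1 percent for all 8191 genes. Every gene tested here had therefore already been picked for a difference between the genotypes. In simulated genes without any difference, 65.7% of the 1250 genes kept by such an ANOVA had an unadjusted p-value under 0.05 in the test used here, and 747 of them had an adjusted p-value under 0.05, of which 40 also passed the fold change of 1.5. Read counts were not used here, so the depth behind each value is unknown.

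The 8191 genes summed to 344714 and 346870 FPKM in the WT samples, to 134343 and 133604 FPKM in the *Tnfr1* -/- samples, and to 148956 and 155248 FPKM in the *Tnfr2* -/- samples. The WT values were written with up to 10 digits and the values of both knockouts with up to 6 digits. Among the 255 genes under 0.1 FPKM in both WT samples, 74.5% of the ratios between the 2 samples fell on ratios of whole read numbers up to 6, against 0.5% by chance. For the *Tnfr1* -/- samples this share was 2.47% of 405 genes and for the *Tnfr2* -/- samples 1.8% of 389 genes. This split follows the genotype, so a difference in how the values were made and a difference between WT and knockout cells cannot be told apart. Replicates of one genotype differed by a standard deviation of 0.111 (WT), 0.196 (*Tnfr1* -/-), and 0.30 (*Tnfr2* -/-) on the log2 scale.

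*Tnfrsf1b*, which encodes TNFR2, lies on chromosome 4 from 145213463 to 145246870 (GRCm38, minus strand). It was expressed at 111.8 and 114.9 FPKM in the WT samples, at 47.8 and 69.6 FPKM in the *Tnfr1* -/- samples, and at 11.3 and 14.3 FPKM in the *Tnfr2* -/- samples, which were the lowest of the 6. Its log2 change in log2(FPKM + 1) was −3.06 (standard error 0.21) in *Tnfr2* -/- against WT, with an adjusted p = 0.000162 from limma's moderated test with Benjamini-Hochberg adjustment. Against *Tnfr1* -/- MDSCs the log2 change was −2.09 (standard error 0.21, adjusted p = 0.0310, and 0.0106 to 0.157 over the alternatives that keep all samples). With median-ratio scaling, the alternative that moved it most, the log2 change against WT was −2.09. The gene of TNFR1 was not analysed here. An exact test of 2 samples against 2 cannot give a two-sided p-value under 0.333.

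**Figure D1:**
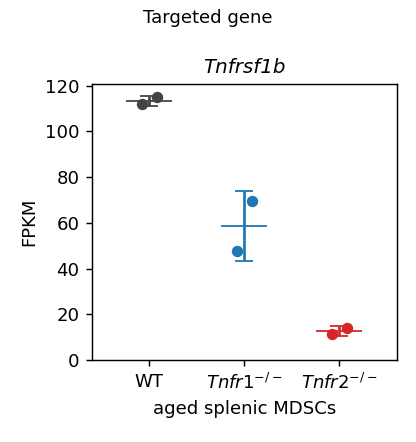
FPKM of *Tnfrsf1b* in each sample of aged splenic MDSCs (points), with the mean (line) and SD (bar) of the 2 samples of each genotype. Both *Tnfr2* -/- samples, at 11.3 and 14.3 FPKM, lie below the other 4.

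At an adjusted p-value under 0.05 and a fold change over 1.5, 5794 genes differed between *Tnfr2* -/- and WT MDSCs, 1115 higher and 4679 lower in *Tnfr2* -/-. Between *Tnfr1* -/- and WT MDSCs 6124 genes differed, 1151 higher and 4973 lower. Of the genes that differed from WT in both knockouts, 5550 changed in the same direction and 2 in opposite directions, where both comparisons share the 2 WT samples. Between *Tnfr2* -/- and *Tnfr1* -/- MDSCs 119 genes differed, 69 higher and 50 lower in *Tnfr2* -/-, and this number depended on the model. It was 15 with eBayes without trend and 7 with the replicate number as a block. It was 0 with only the 2 groups in the model, where 1436 genes had an unadjusted p-value under 0.05. The median log2 change of all genes was −0.74 in *Tnfr2* -/- and −0.83 in *Tnfr1* -/- against WT, and 0.06 in *Tnfr2* -/- against *Tnfr1* -/-. Rescaling the samples by median-ratio size factors moved the medians against WT to −0.032 and −0.033. It left 3504 genes different between *Tnfr2* -/- and WT, 1787 higher and 1717 lower, and 208 genes between *Tnfr2* -/- and *Tnfr1* -/-, 105 of them among the 119. Quantile normalization gave 3535 genes for *Tnfr2* -/- against WT, 1685 higher and 1850 lower. Both scalings take most listed genes as unchanged, though all were picked for a difference between the genotypes. Medians near 0 and similar numbers of rises and falls therefore follow largely from the scalings themselves.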

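All 24 genes of the ageing heat map (Figure S3C) are listed. This and the other heat maps show these same samples, and the paper does not say how their genes were chosen, so tests of these lists describe the samples and do not test a direction anew. In *Tnfr2* -/- against WT MDSCs, 23 of them were lower and 1, *Polg*, was higher, with a median log2 change of −1.16 against −0.74 for all 8191 genes. The range was from −5.18 (*Aldoc*) to 0.56 (*Polg*). Adjusted over all genes, 20 of the 24 passed the threshold and were lower, and the count was also 20 when p-values were adjusted over the 24 genes alone. Lists of 24 random genes matched on mean expression had a lower median in 6.96% of 10000 draws. In limma's camera test, which sets a list against the other genes, the list moved down with an adjusted p = 0.0812 over 20 lists. Median-ratio scaling, the alternative that moved the list most, gave a median of −0.28 with 16 genes lower and 8 higher. Under it 8 genes passed the threshold as lower and 3 as higher.

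*Aldoc* (chromosome 11, 78322968 to 78327781) fell from 59.8 ± 1.52 FPKM (SD, n = 2) in WT to 0.685 ± 0.252 FPKM (SD, n = 2) in *Tnfr2* -/- MDSCs, with a log2 change of −5.18 (standard error 0.14, adjusted p = 1.56e-05). *C1qa* (chromosome 4, 136895917 to 136898803), which is also on the macrophage marker list, fell from 673 ± 19.2 FPKM to 32.8 ± 4.75 FPKM, with a log2 change of −4.32 (standard error 0.13, adjusted p = 1.77e-05). *Tsc2* (chromosome 17, 24595816 to 24632630) had 10.8 ± 0.0370 FPKM in WT and 4.16 ± 0.154 FPKM in *Tnfr2* -/- MDSCs, and *Polg* (chromosome 7, 79446231 to 79466362) had 7.31 ± 0.368 FPKM in WT and 11.3 ± 1.13 FPKM in *Tnfr2* -/- MDSCs (log2 change 0.56, standard error 0.11, adjusted p = 0.00585).

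The same 24 genes had a median log2 change of −1.41 in *Tnfr1* -/- against WT, with 23 genes lower and an adjusted p = 0.0763 from the camera test. In *Tnfr2* -/- against *Tnfr1* -/- MDSCs the median was 0.07, 19 genes were higher and 5 lower, and the adjusted p = 0.373. With median-ratio scaling this median was −0.032. No gene of the list passed the threshold as lower in *Tnfr2* -/- than in *Tnfr1* -/-, where 1 had an unadjusted p-value under 0.05, and 2 passed it as higher. Of these 2, *Apoe* is also on the macrophage marker list and *Cd68* is a lineage marker that the paper stained. The 7 listed monocyte markers were higher too (median log2 change 0.96), so a difference in the cells sorted cannot be told apart from ageing. *Cd68* (chromosome 11, 69664213 to 69666153) had 47.3 ± 4.12 FPKM in *Tnfr1* -/- and 93.8 ± 10.2 FPKM in *Tnfr2* -/- MDSCs (log2 change 0.97, standard error 0.12, adjusted p = 0.0378, and 0.0201 to 0.16 over the alternatives), and *Apoe* (chromosome 7, 19696109 to 19699188) had 154 ± 20.3 FPKM and 407 ± 66.9 FPKM (log2 change 1.39, standard error 0.21, adjusted p = 0.0495, and 0.0237 to 0.165).

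**Figure D2:**
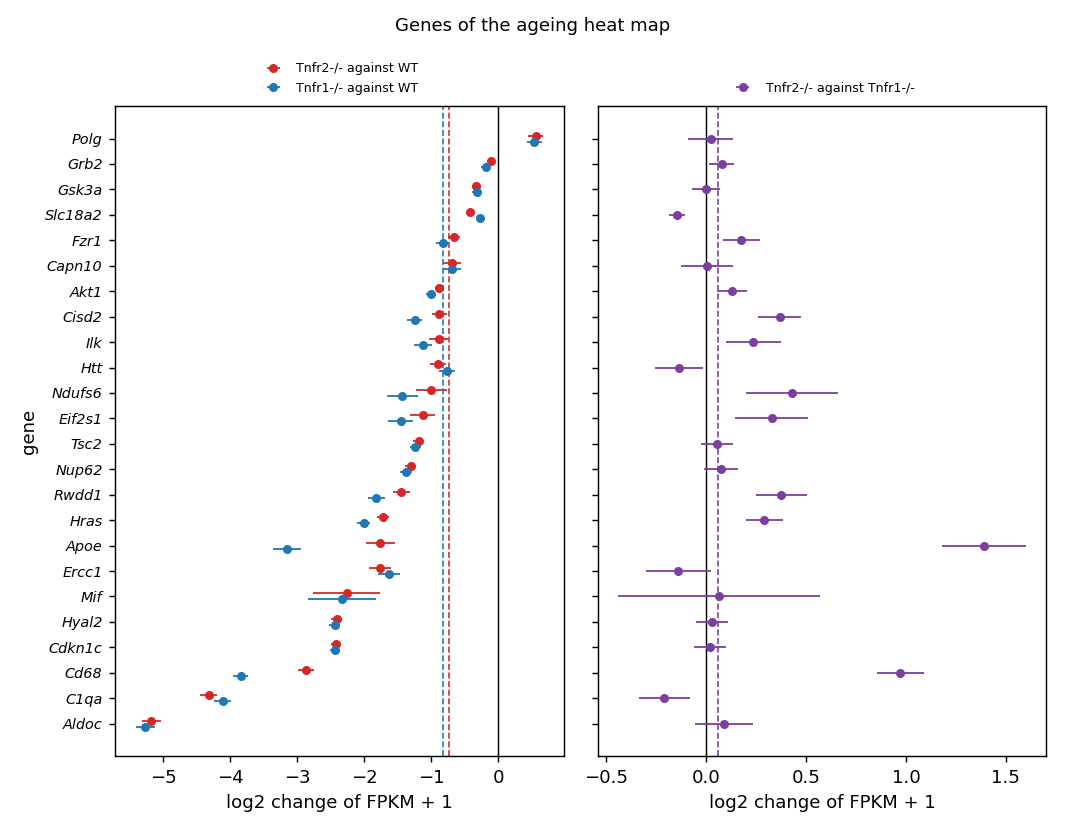
Log2 changes of FPKM + 1 (points) with their standard errors (bars) for the 24 genes of Figure S3C, in both knockouts against WT (left) and in *Tnfr2* -/- against *Tnfr1* -/- MDSCs (right). Dashed lines mark the median of all 8191 genes in each comparison, −0.74 and −0.83 on the left and 0.06 on the right. Against WT only *Polg* lies to the right of 0.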

Consistently, mRNA‐sequencing (RNA‐seq) analysis on aged MDSCs isolated from the splenocytes of WT, *Tnfr1* ^−/−^, and *Tnfr2* ^−/−^ mice confirmed the enrichment of gene signatures associated with ageing in WT versus *Tnfr2* ^−/−^ (Figures S3C and S3D). Furthermore, the mRNA levels of some SASP elements of *Tnf‐α, Il6, Il1b*, and *Mcp1* were significantly decreased in *Tnfr2* ^−/−^ MDSCs compared with those in WT and *Tnfr1* ^−/−^ MDSCs (Figure S3E). These results demonstrated that *Tnfr2* deficiency attenuates MDSCs’ proliferation arrest, excluding the possibility that decreased accumulation of aged MDSCs related with *Tnfr2* deficiency is due to decreased proliferation.

**FIGURE 3:**
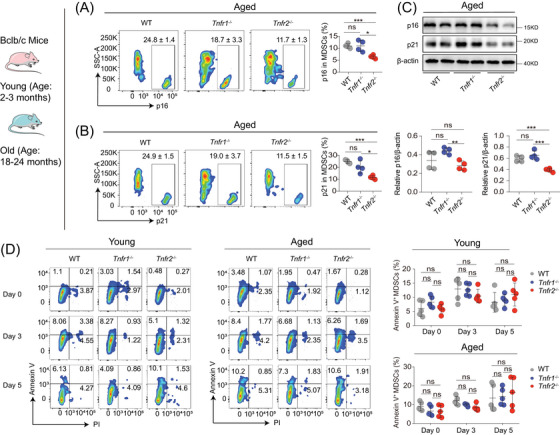
*Tnfr2* deficiency attenuates MDSCs’ cell cycle arrest without affecting their apoptosis. (A and B) Flow cytometry analysis of p16 and p21 expression in aged splenic MDSCs from WT, *Tnfr1* ^−/−^ and *Tnfr2* ^−/−^ mice (*n* = 4). (C) Immunoblotting detected the expression of p16 and p21 in splenic MDSCs from old mice (*n* = 2). (D) Splenic cells were isolated from young and old mice (*n* = 5) and the attached splenocytes were further cultured for indicated days. The percentage of apoptotic (Annexin V^+^) cells in Gr1^+^CD11b^+^ MDSCs at day 0, 3, and 5 were analyzed by flow cytometry (left panels). Bar graphs (right panels) show the percentage of Annexin V^+^ cells in Gr1^+^CD11b^+^ MDSCs. Data in panels (A, B, and D) are representative of at least three independent experiments and are presented as mean ± SD. Statistical analysis was performed using one‐way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001, and ns, not significant. WT, wild type; PI, propidium iodide.

Next, we wondered whether the MDSCs’ reduction in aged *Tnfr2* ^−/−^ mice was due to the reduced resistance of *Tnfr*2^−/−^ MDSCs to cell death. We thus determined apoptosis in young and aged MDSCs from WT, *Tnfr1* ^−/−^, and *Tnfr2* ^−/−^ mice by staining cells with anti‐annexin V antibody. The MDSCs were cultured in vitro for 3 or 5 days in the presence of granulocyte‐macrophage colony‐stimulating factor (GM‐CSF), and the cells isolated immediately were set as the 0‐day control group. Flow cytometric data showed that no different apoptosis was found in either young or aged MDSCs of all three 0‐, 3‐, and 5‐day groups from WT, *Tnfr1* ^−/−^, and *Tnfr2* ^−/−^ mice (Figure 3D), demonstrating that the decrease in proportion of MDSCs in *Tnfr2*‐deficient mice is not caused by an increase in apoptosis. Altogether, these results exclude the possibility that *Tnfr2* deficiency‐related reduction of aged MDSCs’ accumulation is attributable to a decrease in proliferation or an increase in cell death, implying that the reduction in MDSCs associated with *Tnfr2* deficiency could be a result of increased mature differentiation of aged MDSCs.

### 2.4 *Tnfr2* deficiency alleviates differentiation blockage in aged MDSCs

We next investigated whether *Tnfr2* deficiency impacts the mature differentiation of MDSCs with ageing. To this end, we isolated young and aged splenocytes from WT, *Tnfr1* ^−/−^, and *Tnfr2* ^−/−^ mice and cultured these cells for 3 or 5 days in the presence of GM‐CSF for their mature differentiation. The splenocytes immediately isolated without incubation with GM‐CSF were set as the 0‐day group. Analysis of cell phenotypes revealed that in both young and old mice, the percentages of MDSCs in the 3‐ and 5‐day groups were significantly reduced compared with the 0‐day group (Figures 4A and B). This suggests that either young or aged MDSCs retain their differentiation capacity. On days 0, 3, and 5, the percentages of young MDSCs were comparable among the WT, *Tnfr1* ^−/−^, and *Tnfr2* ^−/−^ mice (Figure 4A). In contrast, the percentages of aged *Tnfr2* ^−/−^ MDSCs were significantly lower than those of aged WT and *Tnfr1* ^−/−^ MDSCs on days 0, 3, and 5 (Figure 4B). These findings clearly demonstrate that *Tnfr2* deficiency only affects the differentiation of MDSCs from old, but not young mice.

**FIGURE 4:**
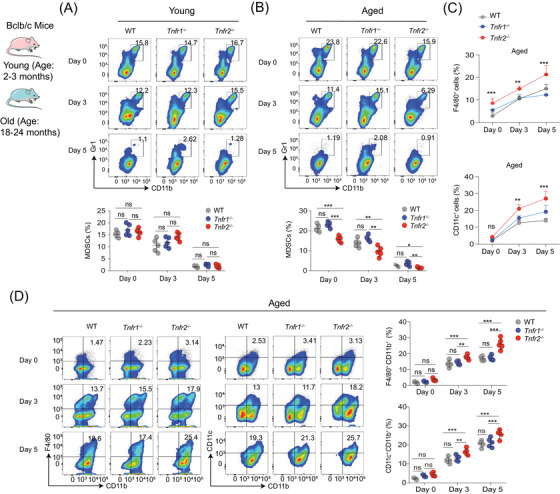
*Tnfr2* deficiency alleviates differentiation blockage in aged MDSC. Both young and aged splenic cells, isolated from WT, *Tnfr1* ^−/−^ and *Tnfr2* ^−/−^ mice, were further cultured for 3 or 5 days. Flow cytometry was used to detect the proportion of different cell lineages within these cell cultures. (A and B) The proportion of young and aged Gr1^+^CD11b^+^ MDSCs among CD45^+^ immune cells at days 0, 3, and 5. (C) The proportion of F4/80^+^ and CD11c^+^ cells in aged splenic immune cells at days 0, 3, and 5. (D) The proportion of F4/80^+^CD1b^+^ macrophages and CD11b^+^CD11c^+^ dendritic cells in aged splenic cells at days 0, 3, and 5. Data are representative of at least three independent experiments and are presented as mean ± SD. Statistical analysis was performed using one‐way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001, and ns, not significant. WT, wild type.

Correspondingly, we observed that on days 3 and 5, the number and percentages of F4/80^+^ macrophages and CD11c^+^ DCs in aged *Tnfr2* ^−/−^ splenocytes cultures were significantly elevated compared with those in aged WT and *Tnfr1* ^−/−^ MDSCs cultures (Figures 4C and S4A–C). A phenotype analysis revealed that aged *Tnfr2* ^−/−^ splenocytes displayed a significantly higher differentiation capacity into macrophages and DCs than aged WT and *Tnfr1* ^−/−^ splenocytes (Figure 4D). On day 0, the percentages of macrophages and DCs were similar among the WT, *Tnfr1* ^−/−^, and *Tnfr2* ^−/−^ MDSCs. However, on days 3 and 5, old *Tnfr2* ^−/−^ splenocytes displayed a significantly greater differentiation capacity into macrophages and DCs as compared with aged WT and *Tnfr1* ^−/−^ MDSCs (Figure 4D). 

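The 12 genes of the differentiation heat map (Figure S4D) are all listed. In *Tnfr2* -/- against WT MDSCs their median log2 change was 0.97, 11 were higher and 1, *Dhrs7b*, was lower, and 8 passed the threshold as higher, whether p-values were adjusted over all genes or over the 12 genes alone. None of the 10000 matched random lists had a higher median, and the adjusted p = 2.08e-07 from limma's camera test, on genes shown in a heat map of these samples. In *Tnfr1* -/- against WT the median was 0.77 with 11 genes higher, and the adjusted p = 3.90e-06 from the same test. In *Tnfr2* -/- against *Tnfr1* -/- MDSCs the median was 0.14 with 9 genes higher and 3 lower, and the adjusted p = 0.296. None of the 12 genes passed the threshold between the knockouts when adjusted over all genes, and 1 passed it when adjusted over the list alone. Unadjusted, 2 had a p-value under 0.05, both higher in *Tnfr2* -/-.

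*Csf3r* (chromosome 4, 126024550 to 126044440), the receptor gene of granulocyte colony-stimulating factor, had 9.03 ± 1.36 FPKM (SD, n = 2) in WT, 374 ± 113 FPKM in *Tnfr1* -/-, and 355 ± 97.9 FPKM in *Tnfr2* -/- MDSCs. Its log2 change was 5.13 (standard error 0.29, adjusted p = 9.99e-05) against WT and −0.07 (standard error 0.29, adjusted p = 0.927) against *Tnfr1* -/-, where its sign changed with the sample left out. Of 14 neutrophil markers 3 are listed, with median log2 changes of 5.95 in *Tnfr2* -/- and 6.40 in *Tnfr1* -/- against WT. The rise of *Csf3r* against WT can thus not be told apart from a difference in the cells sorted. *Plcb1* (chromosome 2, 134786067 to 135475258) rose from 0.0953 ± 0.00564 FPKM in WT to 1.12 ± 0.262 FPKM in *Tnfr1* -/- and 2.81 ± 0.654 FPKM in *Tnfr2* -/- MDSCs. Its log2 change was 1.79 (standard error 0.14, adjusted p = 0.000271) against WT and 0.84 (standard error 0.14, adjusted p = 0.0574) against *Tnfr1* -/-. Over the alternatives that keep all samples, the log2 change of *Plcb1* against WT ran from 1.79 to 3.88. Its adjusted p-value between the knockouts ran from 0.0317 to 0.2, so that call depends on the processing. *Dhrs7b* (chromosome 11, 60830631 to 60860195) had 5.22 ± 0.0774 FPKM in WT and 3.28 ± 0.586 FPKM in *Tnfr2* -/- MDSCs, a log2 change of −0.55 (standard error 0.13, adjusted p = 0.0106) that turned to 0.24 with median-ratio scaling.

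**Figure D3:**
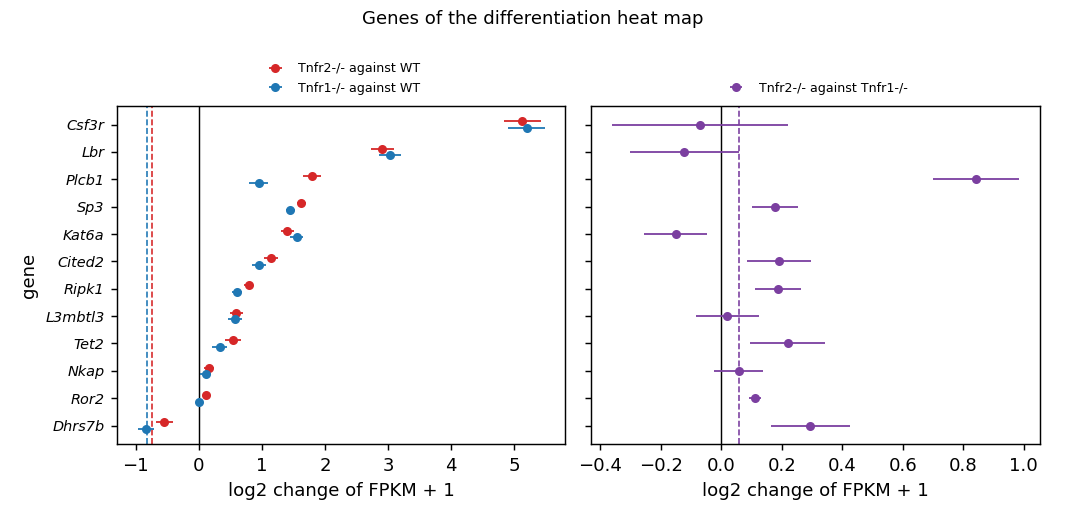
Log2 changes of FPKM + 1 (points) with their standard errors (bars) for the 12 genes of Figure S4D, in both knockouts against WT (left) and in *Tnfr2* -/- against *Tnfr1* -/- MDSCs (right). Dashed lines mark the median of all 8191 genes in each comparison. On the left 11 of the 12 genes lie above 0 in *Tnfr2* -/-.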

RNA‐seq analysis on three aged MDSCs revealed that gene signatures associated with high differential potential were enriched in old *Tnfr2* ^−/−^ compared with aged WT and *Tnfr1* ^−/−^ MDSCs (Figures 4D and E). In addition, *Tnfr2* knockdown in MSC2 cells also enhanced their mature differentiation (Figures S4F and G). These findings elucidated that *Tnfr2* deficiency can alleviate differentiation blockage of aged MDSCs, implying that TNFR2 is a potential target for reducing MDSCs’ accumulation with ageing by alleviating aged MDSCs’ differentiation blockage.

### 2.5 TNFR2 elevation in young MDSCs impairs cell polarity and differentiation

We next wondered whether the differentiation blockage associated with TNFR2 hyperexpression is due to the disruption of cell polarity behaviors in aged MDSCs. RNA‐seq analysis of three different types of aged MDSCs revealed that *scribble* mRNA, encoding a polarity determinant, was higher in aged *Tnfr2* ^−/−^ compared with aged WT and *Tnfr1* ^−/−^ MDSCs (Figure S5A). Therefore, scribble was used as a polarity marker in this research. 

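*Scrib* (chromosome 15 from 76047158 to 76069784, minus strand) was expressed at 11.1 and 11.2 FPKM in the WT samples, at 8.78 and 6.88 FPKM in the *Tnfr1* -/- samples, and at 7.00 and 7.50 FPKM in the *Tnfr2* -/- samples. The log2 change in *Tnfr2* -/- against WT was −0.56 (standard error 0.13, adjusted p = 0.00857 from limma's moderated test, n = 2), and both *Tnfr2* -/- samples were below both WT samples. This is short of the fold change of 1.5, so *Scrib* is not among the genes called lower in *Tnfr2* -/-, while with a pseudocount of 0.1 it passed as lower, at −0.62. It changed sign with the scaling of the samples, to 0.33 with median-ratio size factors (adjusted p = 0.0540) and to 0.17 with quantile normalization (adjusted p = 0.272). Over the alternatives that keep all samples, the adjusted p-value ran from 0.00440 to 0.272. In *Tnfr1* -/- against WT the log2 change was −0.47 (standard error 0.13, adjusted p = 0.0152), also short of it, and 0.56 with median-ratio size factors. In *Tnfr2* -/- against *Tnfr1* -/- MDSCs it was −0.09 (standard error 0.13, adjusted p = 0.717), with one *Tnfr1* -/- sample above and one below both *Tnfr2* -/- samples. With each sample left out in turn this log2 change ran from −0.25 to 0.07.

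The other genes of Figure S5A are listed as well, 14 in all. Their median log2 change in *Tnfr2* -/- against WT was −0.74, the same as that of all genes, with 3 genes higher and 11 lower (limma's camera test, adjusted p = 0.829). In *Tnfr1* -/- against WT it was −0.92 (adjusted p = 0.915) and in *Tnfr2* -/- against *Tnfr1* -/- 0.13, with 9 genes higher and 5 lower (adjusted p = 0.615). The medians against WT turned to 0.24 in *Tnfr2* -/- and 0.11 in *Tnfr1* -/- with median-ratio scaling. Against WT, 2 of the 14 genes passed the threshold as higher in *Tnfr2* -/- and 10 as lower, over all genes and over the list alone. With median-ratio scaling, and likewise with quantile normalization, 3 passed as higher and 0 as lower. Between the knockouts none passed it, and 5 had an unadjusted p-value under 0.05, 3 higher and 2 lower. *Cdc42* (chromosome 4, 137319696 to 137357720) was higher in both knockouts, with 43.7 ± 0.124 FPKM (SD, n = 2) in WT, 186 ± 3.4 FPKM in *Tnfr1* -/-, and 232 ± 2.57 FPKM in *Tnfr2* -/- MDSCs. Its log2 change was 2.38 (standard error 0.07, adjusted p = 1.78e-05) in *Tnfr2* -/- against WT and 0.31 (standard error 0.07, adjusted p = 0.0846) against *Tnfr1* -/-. *Hsp90aa1* (chromosome 12, 110690605 to 110702728) had 79.9 ± 0.605 FPKM in WT, 33.4 ± 0.878 FPKM in *Tnfr1* -/-, and 48.9 ± 0.665 FPKM in *Tnfr2* -/- MDSCs. Its log2 change against *Tnfr1* -/- was 0.54 (standard error 0.06, adjusted p = 0.0378, and 0.0326 to 0.16 over the alternatives), short of the fold change of 1.5, and 58.5% of the 50-base windows of its transcript also occur in other genes, so its value depends on how shared reads were counted. From its RNA-seq analysis, citing Figure S5A, the paper states that *scribble* mRNA was higher in aged *Tnfr2* -/- MDSCs than in the other genotypes.

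**Figure D4:**
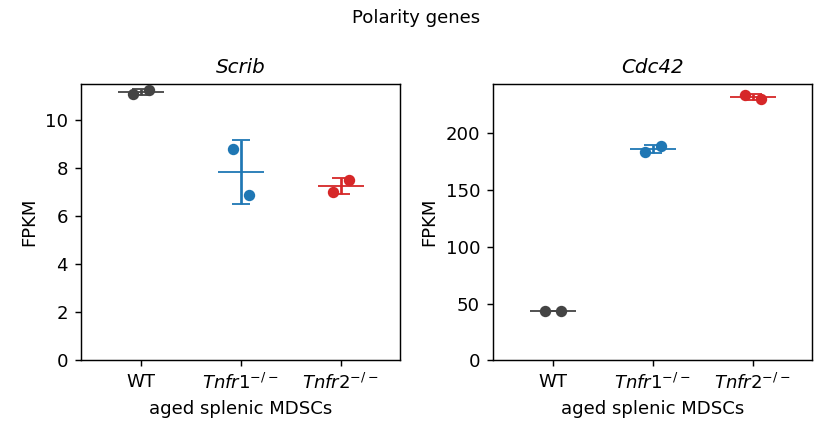
FPKM of *Scrib* and *Cdc42* in each sample (points), with the mean (line) and SD (bar) of the 2 samples of each genotype. For *Scrib* the WT samples lie at 11.1 and 11.2 FPKM, above all 4 knockout samples, and for *Cdc42* at 43.6 and 43.8 FPKM, below them.

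**Figure D5:**
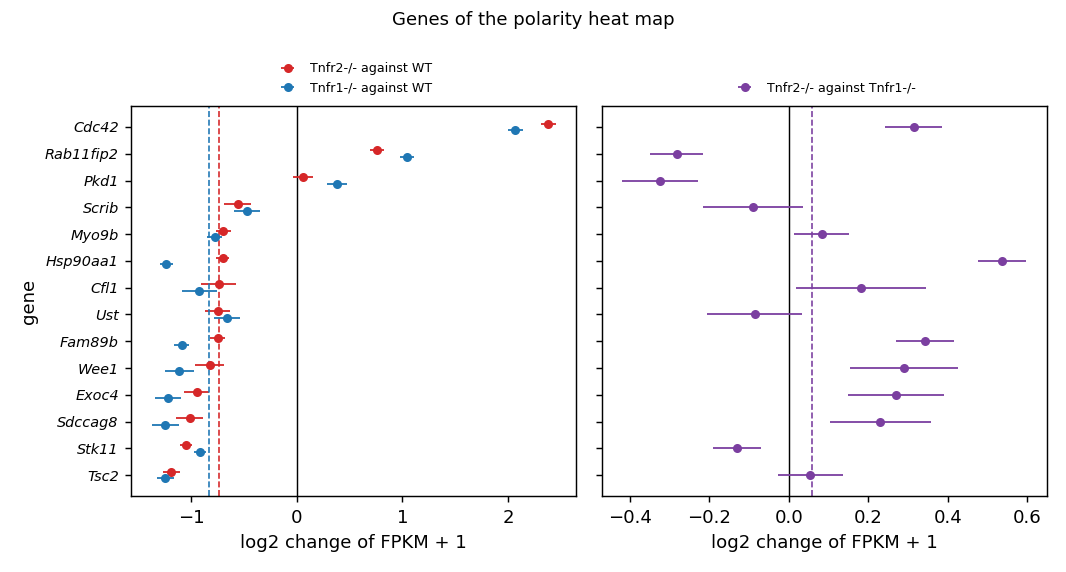
Log2 changes of FPKM + 1 (points) with their standard errors (bars) for the 14 genes of Figure S5A, in both knockouts against WT (left) and in *Tnfr2* -/- against *Tnfr1* -/- MDSCs (right). Dashed lines mark the median of all 8191 genes in each comparison. On the left 3 genes lie above 0 in *Tnfr2* -/-, and with median-ratio scaling 9 do.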

Immunoblotting results showed that Scribble is expressed in MDSCs and its expression level is also elevated in aged MDSCs compared with young MDSCs, similar to that of TNFR2 (Figure 5A).

**FIGURE 5:**
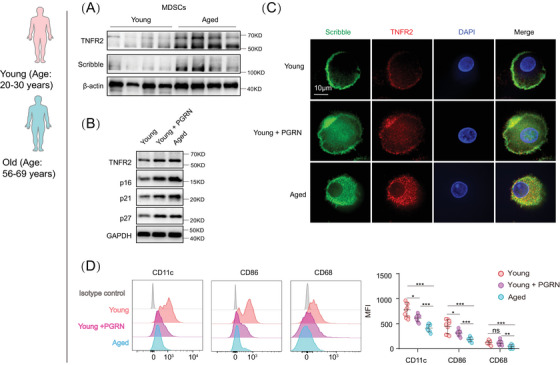
Hyperexpression of TNFR2 in young human MDSCs disrupts their cell polarity and arrests their differentiation. Human MDSCs, both young and aged, were isolated from healthy donors. The young MDSCs were treated with or without the TNFR2 agonist PGRN (200 ng/mL) for 24 h. (A) Immunoblots showing the expression levels of TNFR2 and Scribble in both young and aged MDSCs. (B) The expression of TNFR2, p16, p21, and p27 in aged MDSCs was compared with that in young MDSCs treated with or without PGRN. (C) Localization analysis of TNFR2 (red) and Scribble (green) by immunofluorescence staining and nuclei were stained with DAPI (blue). Scale bar: 10 µm. (D) The expressions of CD11c, CD86, and CD68 in MDSCs from both young and old human (*n* = 9) was evaluated by flow cytometry. Data are representative of at least three independent experiments and are presented as mean ± SD. Statistical analysis was performed using one‐way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001, and ns, not significant. PGRN, progranulin; MFI, mean fluorescence intensity.

To mimic TNFR2 hyperexpression in naturally aged MDSCs, we used progranulin (PGRN), an agonist of TNFR2,^32^ to treat young murine and human MDSCs. PGRN treatment in young MDSCs induced a significant increase of TNFR2 expression that was comparable to that observed in aged MDSCs (Figure 5B). Furthermore, PGRN treatment confirmed the positive correlation between TNFR2 hyperexpression and proliferation arrest because PGRN‐treated young MDSCs (both mice and human) expressed significantly higher levels of senescence markers, p16^Ink4a^, p21^CIP^, and p27^kip1^, compared with the control cells (Figures 5B and S5B).

Next, the aforementioned cells were costained with antibodies of TNFR2 and Scribble to examine TNFR2's localization and MDSCs’ polarity behaviors. In both mouse and human young MDSCs, TNFR2 was found to be colocalized with Scribble in the polarized zone. In contrast, in aged and PGRN‐treated young MDSCs, such polarized localizations of TNFR2 and Scribble disappeared; instead, diffused localizations of both proteins appeared (Figures 5C and S5D). These findings suggest that TNFR2 plays sufficient roles in MDSCs’ cellular polarity and that its hyperexpression can induce a loss of cell polarity.

To understand the roles of TNFR2 hyperexpression‐caused apolarity in MDSCs’ differentiation, we next examined the above cells’ phenotypes. The human and mouse MDSCs were incubated with GM‐CSF for 5 days and the young MDSCs were cotreated with or without PGRN for 24 h. Cell phenotype analysis showed that PGRN‐treated young human MDSCs exhibited a significantly lesser differentiation capacity into macrophages (CD86^+^) and DCs (CD11c^+^) as compared with young MDSCs without PGRN treatment (Figure 5D). The differentiation capacity of PGRN‐treated young murine MDSCs was decreased to the similar degree as such in the aged murine MDSCs (Figure S5D). Next, we monitored the behaviors of MDSCs’ polarity in response to TNF‐α or IL‐6 stimulation in both young and aged cells. We found that MDSCs’ polarity was reduced in both young and aged MDSCs (Figure S5E). Furthermore, we examined the behaviors of MDSCs’ polarity in response to STAT3 inhibitor or in combination with TNF‐α treatment in aged MDSCs. The results in Figures S5F–I demonstrated that inhibition of STAT3 can counteract the cell polarity loss and inhibition of MDSCs differentiation induced by TNF‐α. These results thus certified the sufficient roles of TNFR2 in regulating MDSCs’ differentiation, demonstrating that TNFR2 hyperexpression can perturbate aged MDSCs’ cell polarity to block their mature differentiation with ageing.

### 2.6 TNFR2 hyperexpression is associated with JNK overactivation in aged MDSCs

*Drosophila* TNFR2 participates in epithelial cell polarity in a JNK‐dependent manner,^21^ we next checked whether vertebrate TNFR2 also relies on JNK activation to regulate MDSCs’ cell polarity and differentiation. Using human MDSCs, we performed immunoblotting to assess JNK activation. We found that JNK activation was also increased in aged MDSCs compared with young MDSCs (Figures 6A and S6A). Pearson's correlation coefficient analysis revealed that JNK activation was also positively correlated with both human age and TNFR2 expression in MDSCs (Figures 6B and C).

**FIGURE 6:**
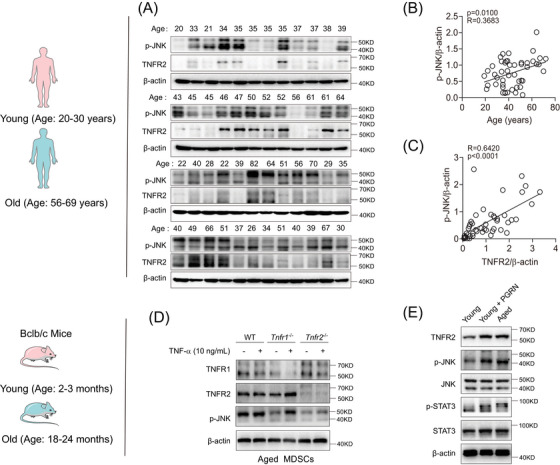
Hyperexpression of TNFR2 induces JNK overactivation in MDSCs. (A–C) Analysis of the JNK activation in human blood MDSCs from both healthy young and old individuals (*n* = 48). (A) Immunoblotting detected JNK phosphorylation and β‐actin expression in human MDSCs. (B and C) Pearson comparison analysis of the correlation between the p‐JNK/β‐actin ratio and either human age (B) or the TNFR2/β‐actin ratio (C). The resulting Spearman's correlation coefficient (R) and corresponding *p* value are reported. (D) The expression levels of TNFR1, TNFR2, and Scribble, and the phosphorylation of JNK in aged MDSCs isolated from spleens of WT, *Tnfr1* ^−/−^, and *Tnfr2* ^−/−^ mice in the presence or absence of TNF‐α (10 ng/mL). (E) The expression of TNFR2, JNK and STAT3, along with the phosphorylation of JNK and STAT3 in aged or young splenic MDSCs. The young cells were treated with or without PGRN (200 ng/mL) for 24 h. WT, wild type; PGRN, progranulin.

Next, we explored the influence of TNFR2 expression on JNK activation in MDSCs. Immunoblotting results demonstrated that TNF‐α‐treated or untreated aged *Tnfr2* ^−/−^ MDSCs exhibited reduced JNK activities compared with WT and *Tnfr1* ^−/−^ MDSCs (Figure 6D), indicating that TNFR1 has little effect on JNK activation. 

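The JNK heat map (Figure S6B) shows 12 genes, all of them listed, *Tnfrsf1b* among them. In *Tnfr2* -/- against WT MDSCs their median log2 change was −0.67, with 10 genes lower and 2 higher, against −0.74 for all genes (adjusted p = 0.725 from limma's camera test). Over all genes and over the list alone, 8 genes passed the threshold as lower and 1 as higher. With median-ratio scaling 3 passed it as lower and 1 as higher. In *Tnfr1* -/- against WT the median was −0.76, with 9 genes lower and 3 higher (adjusted p = 0.925). In *Tnfr2* -/- against *Tnfr1* -/- MDSCs it was −0.034, with 7 genes lower and 5 higher, and 11 were lower and 1 higher with median-ratio scaling and with quantile normalization. The camera test of this comparison gave an adjusted p = 0.0437 (0.0221 to 0.0599 over the alternatives set in advance), but the list holds the gene deleted in *Tnfr2* -/- mice. Without *Tnfrsf1b*, an alternative chosen after the result was seen, the median of the other 11 genes was −0.016 and the adjusted p = 0.209, and it was 0.129 with median-ratio scaling (median −0.10, 10 genes lower and 1 higher) and 0.186 with quantile normalization. Of the 12 genes, 2 passed the threshold as lower in *Tnfr2* -/-, *Tnf* and the targeted gene itself. With median-ratio scaling the medians of all 12 were −0.043, 0.067, and −0.10 in these 3 comparisons.

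*Tnf* (chromosome 17, 35199381 to 35202007) had 26.0 ± 2.60 FPKM (SD, n = 2) in WT, 28.2 ± 3.18 FPKM in *Tnfr1* -/-, and 15.6 ± 0.0439 FPKM in *Tnfr2* -/- MDSCs. Its log2 change was −0.81 (standard error 0.11, adjusted p = 0.0407, and 0.0210 to 0.16 over the alternatives) against *Tnfr1* -/- and −0.70 (standard error 0.11, adjusted p = 0.00258) against WT, the latter turning to 0.25 with median-ratio scaling. *Mapk9* (chromosome 11, 49846751 to 49886421), which encodes JNK2, had 14.9 ± 0.525 FPKM in WT, 6.52 ± 0.846 FPKM in *Tnfr1* -/-, and 6.88 ± 0.937 FPKM in *Tnfr2* -/- MDSCs. Its log2 change was −1.02 (standard error 0.13, adjusted p = 0.00121) against WT and 0.07 (standard error 0.13, adjusted p = 0.811) against *Tnfr1* -/-. With median-ratio scaling the difference from WT was −0.11 (adjusted p = 0.464), so it depends on the scaling. *Map3k5* (chromosome 10, 19934472 to 20142753) was higher in both knockouts, with 6.70 ± 0.0543 FPKM in WT, 16.2 ± 1.14 FPKM in *Tnfr1* -/-, and 17.6 ± 4.43 FPKM in *Tnfr2* -/- MDSCs, a log2 change of 1.25 (standard error 0.17, adjusted p = 0.00163) for *Tnfr2* -/- against WT.

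The 6 samples fall into 3 clusters by genotype with 2 samples each, so a correlation of these genes with *Tnfrsf1b* across samples cannot be tested. Of the other 11 genes, 4 (*Mapk8ip3*, *Ptk2*, *Map3k12*, and *Dusp19*) had group means in FPKM as deposited in the order of *Tnfrsf1b*, falling from WT to *Tnfr1* -/- to *Tnfr2* -/-, though between the knockouts their adjusted p-values were 0.317 to 0.677. Another 4, *Mapk9* among them, fell only from WT to *Tnfr1* -/-, 2 (*Tnf* and *Map3k13*) fell only from *Tnfr1* -/- to *Tnfr2* -/-, and *Map3k5* rose at both steps. For *Map3k13* the means were only 0.0317 FPKM in *Tnfr1* -/- and 0.0202 FPKM in *Tnfr2* -/-, so its step says little. With median-ratio scaling *Tnfrsf1b* itself rose from WT to *Tnfr1* -/- (log2 change 0.17), so this order depends on the scaling.

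**Figure D6:**
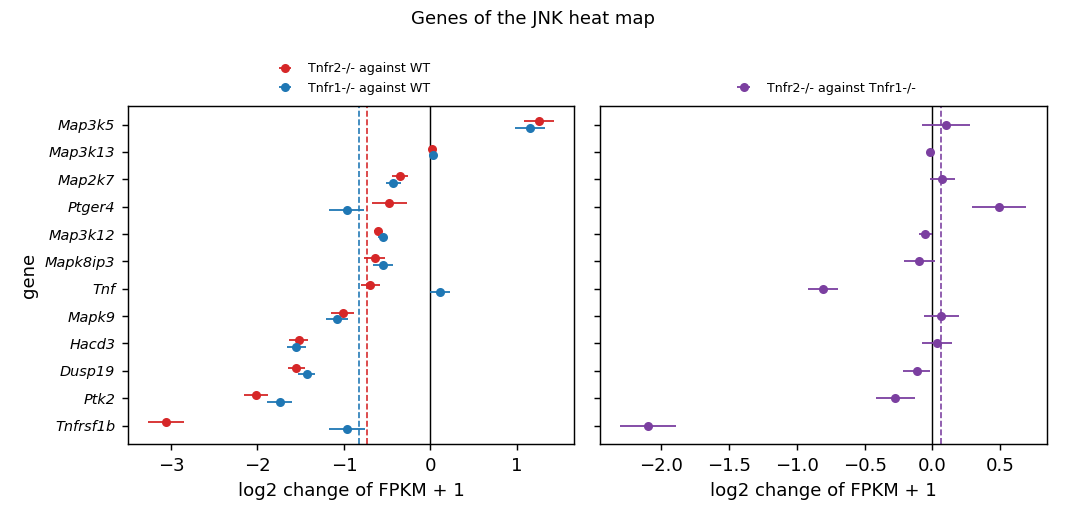
Log2 changes of FPKM + 1 (points) with their standard errors (bars) for the 12 genes of Figure S6B, in both knockouts against WT (left) and in *Tnfr2* -/- against *Tnfr1* -/- MDSCs (right). Dashed lines mark the median of all 8191 genes in each comparison. *Tnfrsf1b* has the lowest log2 change against WT in *Tnfr2* -/- (−3.06) and between the knockouts (−2.09).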

RNA‐seq analysis verified the positive correlation between JNK activation and TNFR2 expression in aged MDSCs (Figures S6B and C). Such JNK activation patterns were also validated in MSC2 cells, in which the JNK activation stimulated with or without TNF‐α was impaired by *Tnfr2* knockdown (Figure S6D). Then, we treated young murine MDSCs with PGRN and found that, compared with untreated cells, PGRN‐treated young murine MDSCs showed significantly increased JNK activation, and their phosphorylation levels were comparable to those in naturally aged murine MDSCs (Figure 6E). Taken together, these results illustrated that TNFR2 hyperexpression induces biased overactivation of JNK in aged MDSCs.

### 2.7 JNK inhibition mitigates apolarity and differentiation blockage in aged MDSCs

We next asked whether inhibition of JNK activity in aged MDSCs could mitigate their cell apolarity and differentiation blockage. JNK inhibitor, SP600125, was applied to aged murine and human MDSCs, while untreated young MDSCs were set as positive control. The suppression of JNK activity by SP600125 in aged human MDSCs was confirmed by the decreased levels of phosphorylated JNK and unchanged levels of JNK expression. Consistent with the previous report, JNK suppression reduced the STAT3 phosphorylation.^33^ In addition, the expressions of TNFR2, p16^Ink4a^, and p21^CIP^ were also reduced (Figures 7A and S7A).

**FIGURE 7:**
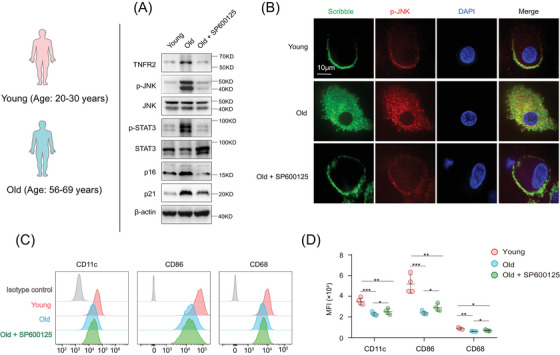
Inhibition of JNK activity in aged human MDSCs partially restores their cell polarity and differentiation. MDSCs from both young and aged humans were isolated from healthy donors and the aged MDSCs were treated with or without the JNK inhibitor SP600125 (40 nM) for 24 h. (A) Immunoblotting detected the expression of TNFR2, JNK, STAT3, p16, and p21, as well as the phosphorylation of JNK and STAT3 in MDSCs in the presence or absence of SP600125. (B) Immunofluorescence staining the localization of Scribble (green) and TNFR2 (red) in MDSCs in the presence or absence of SP600125. Nuclei (blue) were stained with DAPI. Scale bars: 10 µm. (C and D) Flow cytometry examination of the expression of CD11c, CD86, and CD68 in MDSCs isolated from young and old human (*n* = 9). MFI, mean fluorescence intensity. Data are representative of at least three independent experiments and are presented as mean ± SD. Statistical analysis was performed using one‐way ANOVA. *p < 0.05, **p < 0.01, and ***p < 0.001.

Subsequently, the aforementioned cells were costained with antibodies targeting TNFR2 and Scribble to monitor alterations in cell polarity upon JNK inhibition. The immunostainings indicated that SP600125‐treatment in aged mice and human MDSCs partially mitigated their apolarity, and the polarized localizations of TNFR2 and Scribble re‐appeared following JNK inhibition (Figures 7B and S7B). These cells were then incubated with GM‐CSF for 5 days, and aged MDSCs were cotreated with or without SP600125 for a duration of 24 h. Cell phenotype analysis showed that SP600125‐treated aged MDSCs exhibited a significantly enhanced differentiation capacity into macrophages and DCs compared with aged MDSCs without SP600125 treatment (Figures 7C, D, and S7C). These results demonstrated that vertebrate TNFR2's influence on MDSCs’ polarity and differentiation also contingent upon the JNK cascade, suggesting that the hyperexpression of TNFR2 leading to JNK overactivation contributes to the apolarity and differentiation blockage observed in aged MDSCs with ageing.

## 3 DISCUSSIONS

A comprehensive understanding of MDSC expansion under pathological conditions needs to profoundly deciphering the mechanisms arresting MDSCs’ differentiation toward mature myeloid cell lineages. Here we reveal that SASP factors‐induced TNFR2 hyperexpression causes a loss of cell polarity and a blockage in mature differentiation in MDSCs with ageing, at the molecular, cellular, in vivo, and clinical levels. Thus, this study provides insights into the mechanisms by which proinflammatory SASP signals restrict the immature differentiation of MDSCs during organism ageing.

A key unsolved question in comprehending the mechanisms of MDSCs’ expansion is discovering intrinsic factors that interfere with their normal differentiation.^1^, ^2^ While it is well established that STAT3 is the chief transcription factor involved in the induction of MDSCs’ expansion,^1^, ^2^ its transcriptional effectors in preventing MDSCs’ differentiation remains unclear. In cancerous contexts, STAT3 controls TNFR2 hyperexpression responding to IL‐6, a member of the proinflammatory cytokine family that promotes MDSCs’ expansion.^26^ Our findings indicate that both TNFR2 expression and STAT3 activation were elevated simultaneously in MDSCs with ageing, suggesting that TNFR2 probably is a crucial intrinsic effector of the IL‐6/STAT3 pathway for MDSC expansion under pathological conditions, particularly in relation to ageing.

Under physiological conditions, the generation of MDSCs belongs to a normal process within myelopoiesis. This involves the differentiation of HPSCs into common myeloid progenitor cells, which subsequently develop into MDSCs for the generation of mature myeloid cells.^1^, ^2^ However, under pathological settings, especially chronic inflammation, various factors, such as IL‐6 and TNF‐α, prevent MDSCs’ differentiation and lead to their marked expansion.^1^, ^2^, ^20^ Inflammageing, characterized by its chronicity, can enable MDSCs to expand progressively with ageing.^34^ During ageing, senescent cells‐generated SASP contributes to inflammageing.^34^ We find that both chemokines can induce TNFR2 expression in MDSCs, suggesting that TNFR2 hyperexpression is the key link to creating a vicious cycle involving NF‐kB generating SASP and STAT3 driving MDSC expansion, two of which reinforce one another with ageing. However, our study still has some limitations in identifying alternative mechanisms underlying TNFR2 hyperexpression during the aging process.

Cell polarity‐dependent asymmetric division is a prerequisite for stem and progenitor cells (SPCs) to distribute fate determinants asymmetrically into daughter cells with different phenotypes.^35^, ^36^ Accordingly, apolarity plays causal roles in various differentiation defects in SPCs.^37^, ^38^ However, only limited research has explored the necessities of cell polarity in HSPCs’ differentiation, given that cell polarity is well understood in nonhematopoietic cells, especially in epithelia. Although JNK is an essential effector of the noncanonical Wnt/PCP pathway in epithelia, its role in HSPCs’ polarity is not fully clear. We found that inhibiting JNK can attenuate the apolarity of aged MDSCs and partially restore their differentiation capacity. This provides the first evidence that TNFR2/JNK is a pivotal signaling pathway controlling cell polarity and differentiation in MDSCs. Therefore, it is worth further investigation into the roles of TNFR2/JNK in differentiation of other hematopoietic or nonhematopoietic SPCs.

Our findings demonstrate a negative correlation between the expression levels of TNFR2 and mature differentiation in aged MDSCs. On the one hand, in vivo TNFR2 deficiency in aged MDSCs’ promotes their mature differentiation. On the other hand, ex vivo hyperexpression of TNFR2 in young MDSCs inhibits their mature differentiation. The sufficient roles of TNFR2 hyperexpression in preventing mature differentiation of aged MDSCs indicate that it is worth further exploring whether other possible mechanisms are also crucial for TNFR2 hyperexpression in MDSCs, such as epigenetic dysregulation.

It is clear that inevitable increase of senescent immune cells plays the major role in driving organismal ageing.^39^ Our research indicates a positive correlation between TNFR2 expression and the expression of senescence markers, specifically p16^Ink4a^ and p21^CIP^. Furthermore, we discovered that an elevation of TNFR2 expression in young MDSCs can precipitate their pre‐mature onset of senescence. Therefore, our findings suggest that TNFR2 probably is also a potential target for “rejuvenating” interventions of TNFR2^+^ immune cells, especially TNFR2^+^ HSPCs, with the aim of extending both health‐span and life‐span in humans.

To our knowledge, our findings provide the first evidence on how extrinsic proinflammatory SASP factors impair intrinsic cell polarity behaviors and differentiation programs of MDSCs during ageing. This will significantly contribute to a comprehensive understanding of the key molecular and cellular players that regulate the expansion of MDSCs with ageing. Therefore, this study is expected to shed light on the general mechanism by which SASP factors disrupt intrinsic cell polarity behaviors, leading to differentiation failure and senescence of MDSCs, or potentially other stem or progenitor cells, through the induction of TNFR2 hyperexpression during ageing.

## 4 MATERIALS AND METHODS

### 4.1 Mouse husbandry

BALB/c mice were purchased from Beijing Vital River Laboratory Animal Technology. *Tnfr1* ^−/−^ and *Tnfr2* ^−/−^ mice, on a BALB/c background, were generated by our laboratory as previously described.^40^ All mice were maintained on a chow diet and housed in specific pathogen‐free animal facilities. All animal testing and experimental research were performed using sex‐ and age‐matched mice, adhering to the guidelines set by the institutional Animal Care and Use Committee of First Affiliated Hospital of Zhengzhou University (2020‐KY‐249).

### 4.2 MDSCs isolation and culture

Mice were euthanized with 100% isoflurane, after which their BM, spleen, and blood were collected. For the isolation of splenic MDSCs, spleens were disaggregated into a 10 mL solution of RPMI‐1640 culture medium. BM and blood MDSCs were isolated from mouse femurs and submandibular vein, respectively. Thereafter, the cell suspension was filtered through 70 µm cell strainers, and the erythrocytes were lysed with red blood cell lysis buffer (R1010; Solarbio). Then, the cell suspension was washed with 1× phosphate‐buffered saline (PBS) and MDSCs were isolated using the MDSC isolation kit (#19867; STEM CELL), according to the manufacturer's instructions. The purity of the MDSCs was confirmed as CD45^+^Gr1^+^CD11b^+^ by flow cytometry. The freshly isolated MDSCs were cultured in RPMI‐1640 culture medium (Gibco), supplemented with 10% fetal bovine serum (PAN Biotech), 100 IU/mL penicillin, and 100 µg/mL streptomycin (Gibco), at 37°C in a 5% CO_2_ incubator. Additionally, the MDSC cell line MSC2 was cultured in RPMI‐1640 complete medium.

### 4.3 Human blood MDSCs collection

All human samples were obtained from healthy donors (*n* = 98; age, 44.88 ± 18.19 years; female: 47; male: 51) at the First Affiliated Hospital of ZhengZhou University. The study was conducted in accordance with informed consent guidelines from the patients and ethical standards set by the Ethics Committee of First Affiliated Hospital of Zhengzhou University (2020‐KY‐249). For the purification blood MDSCs, gradient Ficoll‐Hypaque (Sigma–Aldrich) and the EasySepTM HLA Chimerism Whole Blood CD33 Positive Selection Kit (Cat: 17885; STEMCELL Technologies) were used. The purification of human blood MDSCs was identified as CD45^+^HLA‐DR^−^CD33^+^CD11b^+^ by flow cytometry. These freshly isolated MDSCs were then cultured in RPMI‐1640 culture medium for further differentiation experiments or collected for immunoblotting and real‐time (RT)‐PCR analysis. Notably, healthy individuals did not have a history of cancer or clinical symptoms of diabetes at the time of enrollment.

### 4.4 Immunoblotting analysis

The primary MDSCs and MSC2 were lysed using radio‐immunoprecipitation assay buffer (K1423; Solarbio). Protein concentrations were determined using the Pierce BCA Protein Assay Kit (PC0020; Solarbio). A total of 20 µg protein was separated by sodium dodecyl sulfate‐polyacrylamide gel electrophoresis, followed by electrophoretically transferring to nitrocellulose filter membranes (HATF00010; Millipore). The membranes were then visualized through an electrochemiluminescence immunoblot detection system. All uncropped western blots are available in Figure S8.

### 4.5 Flow cytometry

Single‐cell suspensions, prepared from BM, spleen or blood, were lysed to remove the erythrocyte. Then, a total of 1 × 10^6^ single‐cell suspensions were incubated with an anti‐CD16/CD32 antibody at 4°C for 10 min. The subsequent procedures were carried out as outlined in our previous report.^41^ Cells were stained with fluorescent‐labeled mouse‐specific monoclonal antibodies. Then, the collected cells were blocked with a 3% bovine serum albumin (BSA) solution in PBS for 30 min. For staining intercellular proteins, the cells need to be fixed with intracellular fixation and permeabilization buffer (eBioscience) for 30 min, washed with permeabilization buffer (Invitrogen), and collected at 746*g* for 5 min at 4°C. Then cells were resuspended and incubated on ice with the corresponding flow cytometric antibodies or isotype IgG control antibody for 30 min at 4°C. After washing with permeabilization buffer and collection at 746*g* for 5 min at 4°C, the cells were analyzed using a FACSCalibur or FACSAria IIIu (BD Biosciences) flow cytometer. Flow cytometry data were analyzed using FlowJo V10 software (TreeStar).

### 4.6 MDSCs differentiation

MDSCs, or splenocytes, were cultured in the presence of GM‐CSF for indicated time interval or treated with either PGRN (200 ng/mL) or SP600125 (40 nM) for 24 h. Flow cytometry was used to detect the expression of F4/80, CD80, and CD11c in CD45^+^Gr1^+^CD11b^+^ mouse MDSCs, or CD68, CD86, and CD11c in CD45^+^HLD‐RA^−^CD33^+^CD11b^+^ human MDSCs. All experiments were conducted at least three times to ensure consistency and reliability.

### 4.7 RNA isolation and quantitative RT‐PCR

Total mRNA was isolated from human monocytes or mice splenic MDSCs with RNAiso Plus (9109; Takara, Tokyo, Japan), and complementary DNA (cDNA) was synthesized using the PrimeScript RT Master Mix (RR036A; Takara). cDNA was quantified by RT‐PCR using TB Green Premix Ex Taq II (RR820A; Takara) on an ABI PRISM 7300HT Sequence Detection 542 System (Applied Biosystems). The primers used are following. Mouse *mcp1*: forward, 5′‐GAA GGA ATG GGT CCA GAC AT; reward, 5′‐ACG GGT CAA CTT CAC ATT CA. Mouse *tnf‐a*: forward, 5′‐GAC GTG GAA CTG GCA GAA GAG; reward, 5′‐TTG GTG GTT TGT GAG TGT GAG. Mouse *il‐6* forward, 5′‐TAG TCC TTC CTA CCC CAA TTT CC; reward, 5′‐TTG GTC CTT AGC CAC TCC TTC. Mouse *il‐1b* forward, 5′‐TTC AGG CAG GCA GTA TCA CTC; reward, 5′‐GAA GGT CCA CGG GAA AGA CAC. Mouse *Tnfr1* forward, 5′‐GGC AGT GCA TAC CTG TTT TTG; reward, 5′‐AAA TAC CCC ACT CTC TGA CAG T. Mouse *Tnfr2* forward, 5′‐ACA CCC TAC AAA CCG GAA CC; reward, 5′‐AGC CTT CCT GTC ATA GTA TTC CT. Human *Tnfr1*, forward, 5′‐CTC AGT TCA TAC CGC TGG GG; reward, 5′‐GTG GGG ACT TGT GGT GAC AT. Human *Tnfr2* forward, 5′‐ACT TGC CTG CCG ATA AGG C; reward, 5′‐GCT CCC ACC TCT TAC CTG AG.

### 4.8 TNFR2 knockdown

MSC2 cells were transfected with either TNFR2 shRNA1 (5′‐TGA TGT TAG GAC TGG TGA), TNFR2 shRNA2 (5′‐TGA TGT TAG GAC TGG TGA A) or a negative control shRNA sequence (5′‐TTC TCC GAA CGT GTC ACG T) when the confluence reached 60%, as per the manufacturer's instructions (Genechem Co., LTD). The knockdown cells were selected with 10 µg/mL of neomycin. The knockdown efficiency was detected by immunoblotting.

### 4.9 Immunofluorescence

MDSCs, cultured in eight‐well plates (Sigma), were initially washed with PBS and subsequently fixed with 4% formaldehyde for 10 min. Following this, they were permeabilized with 0.1% Triton X‐100 for 10 min. Subsequently, the cells were incubated in a solution containing 5% BSA‐PBS for 1 h. The cells were then stained with either anti‐Scribble (Novus Biologicals), anti‐TNFR2 (Cell Signaling Technology), or anti‐p‐JNK antibody (Thermo) overnight at 4°C. This was followed by staining with an Alexa fluor 555‐labeled secondary antibody (Invitrogen) for 1 h. The nuclei were counter‐stained with 4′,6‐diamidino‐2‐phenylindole (DAPI) (0.5 µg/mL in PBS) for 5 min at room temperature. Fluorescence images were captured using a confocal laser scanning microscope (Olympus FLUOVIEW FV1000) coupled with an Olympus IX81 digital camera.

### 4.10 RNA‐seq analysis

The RNA‐seq experiments were performed by OE Biotech Co., Ltd. (Shanghai, China) using an Illumina HiseqTM 2500 system (Illumina, Inc., San Diego, CA, USA). Briefly, splenic MDSCs were isolated from ageing mice of the WT, *Tnfr1* ^−/−^, and *Tnfr2* ^−/−^ strains. A total of 1 × 10^6^ MDSCs were used for RNA extraction with the RNeasy Mini Kit (QIAGEN) and subjected to RNA‐seq analysis. The RNA samples were converted into a library of cDNA fragments, and Illumina sequencing adapters were added. Single‐end read sequences of 50 base pairs were acquired using the Illumina HiSeq system. The sequence reads underwent quality checks using FastQC. The data were analyzed using EdgeR software. Significantly differentially expressed genes were identified by setting padj < 0.05 and fold change >1.5.

### 4.11 Statistical analysis

Statistical significance was calculated using Student's *t*‐tests for comparisons between two groups, and one‐way ANOVA for comparisons involving more than two groups. *p* < 0.05 was considered to indicate a statistically significant difference. The Pearson correlation coefficient was used to investigate the linear relationship between two variables. Experiments were conducted without any exclusion criteria. To prevent selection bias, cell samples and genotype‐matched pools were randomly allocated into experimental groups. Data were analyzed automatically wherever feasible to eliminate subjective evaluations.

## AUTHOR CONTRIBUTIONS

Zhaoqing Wang and Zhihai Qin contributed to the study design, data processing, and manuscript writing. Ming Wang, Xiaohan Yao, Xixi Duan, Jiajia Wan, and Xiaohan Lou contributed to the conduction of biochemical and cellular experiments. Yijie Han, Peiguo Zheng, Yan Yan, Zhenzhen Pan, and Linyu Zhu contributed to the construction of mice model. Chen Ni, Zihao Wang, Lin Chen, and Fazhan Wang contributed to the statistical analysis. All authors read and approved the final version of the manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interests.

## ETHICS STATEMENT

The study was conducted in accordance with informed consent guidelines from the patients and ethical standards set by the Ethics Committee of First Affiliated Hospital of Zhengzhou University (2020‐KY‐249).

## Supporting information

Supporting information

## Data Availability

The RNA‐seq data were uploaded in the Gene Expression Omnibus (GEO) database with the accession code GSE234791. All other data supporting the findings of this paper are available within the article and its Supplementary Information file.

# Supplementary material for: Hyperexpression of tumor necrosis factor receptor 2 inhibits differentiation of myeloid‐derived suppressor cells by instigating apolarity during ageing
**Source:** MedComm (2020). 2024 Jun 12;5(6):e605. doi: 10.1002/mco2.605
**Supplement:** Supplementary file 1 — Supporting information

# Supplementary Information

# Hyperexpression of tumor necrosis factor receptor 2 inhibits differentiation of myeloid-derived suppressor cells by instigating apolarity during ageing

Ming Wang^1^, Yijie Han^2^, Xiaohan Yao^1^, Xixi Duan^1^, Jiajia Wan^1^, Xiaohan Lou^1^, Yan Yan^1^, Peiguo Zheng^3^, Fazhan Wang^1^, Linyu Zhu^1^, Chen Ni^1^, Zhenzhen Pan^1^, Zihao Wang^1^, Lin Chen^1^, Zhaoqing Wang^*, 2^, Zhihai Qin^*, 1, 2^

# Supplementary materials

**Antibodies.** Anti-TNFR1 (Cat#13377), anti-TNFR2 (Cat# 3727), anti-JNK (Cat#9258s), anti-p-STAT3 (Cat#9145), anti-STAT3 (Cat# 9139), anti-GAPDH (Cat # 5174), anti-β-Actin (Cat # 4970), rabbit Anti-Mouse IgG (Cat # 58802), mouse Anti-rabbit IgG (Cat # 45262) antibodies were from Cell Signaling Technology. Anti-CD16/32 (Cat # 101302), FITC anti-mouse Gr1 (Cat # 4108405), PE anti-mouse TNFR2 (Cat# 358404), APC-R700 anti-mouse CD45 (Cat# 103128), BV510 anti-mouse ly6G/C (Cat# 108457), APC-cy7 anti-mouse/human CD11b (Cat# 101225), APC anti-mouse Ly-6G (Cat # 127614), PE anti-mouse Ly6C (Cat # 108406), Percp 5.5 anti- mouse CD11c (Cat # 117328), APC anti-human CD68 (Cat# 333810), Percp 5.5 anti-human CD11c (Cat# 337233), PE anti mouse CD45 (Cat# 304008) antibodies were from Biolegend. P16 Cat # ab51243, P21 Cat # ab188224 antibodies were from Abcam. p-JNK (Cat# MA5-15228), Secondary Antibody Donkey anti-Mouse IgG (H+L) Alexa Fluor® 488 (Cat # A-21202) antibodies were from Thermo Fisher Scientific. BV605 anti- mouse F4/80 (Cat # 123133), FITC anti- mouse CD80 (Cat# 104705) antibodies were from BD Bioscience. Percp 5.5 anti- human HLA-DR (Cat# 45-9956-42), FITC anti- human CD33 (Cat# 11-0337-42), PE-cy7 anti- human CD86 (Cat# 25-0869-42) antibodies were from eBioscience. Anti-P27 (Cat # a16633) antibody was from Ablconal. Anti-SCRIB antibody was from Novus Biologicals.

**Reagent.** DAPI (Cat # AR1176) was from Boster. Ficoll-Hypaque (Cat# GE17-1440-02) was from Sigma-Aldrich. EasySepTM HLA Chimerism Whole Blood CD33 Positive Selection Kit (Cat# 17885) and EasySep™ Mouse MDSC isolation kit (Cat# 19867) were from STEM cell Technologies. RBC lysis buffer (Cat# R1010), RIPA buffer (Cat# P1006), and BCA Protein Assay Kit (Cat# PC0020) were from Solarbio. RNAiso Plus (Cat # 9109), TB Green Premix Ex Taq II (Cat # RR820A) and PrimeScript RT Master Mix (Cat# RR036A) were from Takara. RPMI-1640 culture medium (Cat # C11875500BT) and Penicillin/ streptomycin (Cat # 15140122) were from Gibco. PGRN (Cat # HY-P74617) and SP600125 Cat # HY-12041 were from MCE. Protease inhibitor cocktail (Cat#9258s) and phenylmethylsulfonyl fluoride (PMSF, Cat#ST506) were from Beyotime. Fetal bovine serum (FBS, Cat # P30-1902) was PAN Biotech.

**Supplementary figures and legends**

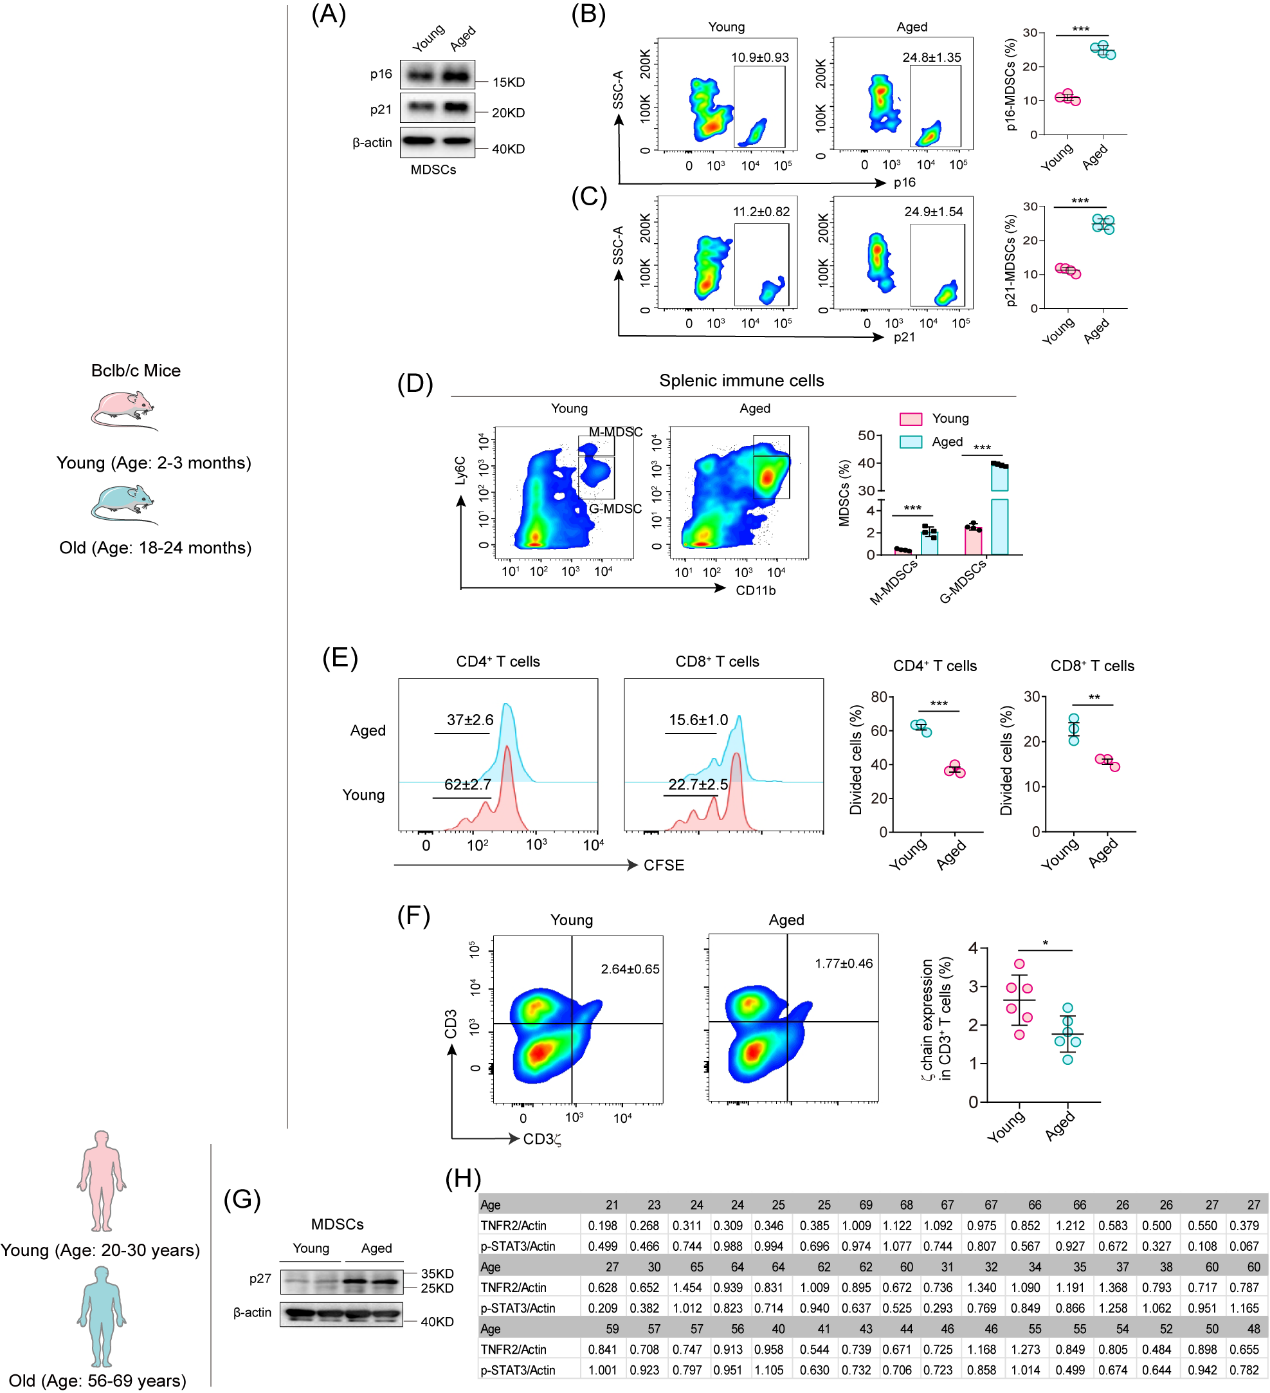

**Supplementary Figure 1. MDSCs senescence, accumulation and activation in old mice. (A)** Th**e** expression leves of p16 and p21 in MDSCs isolated from both young and old mice were determined by immunoblotting. (**B, C)** Flow cytometric analysis of p16 and p21 expression in MDSCs. Scatter plots showing individual percentage of p16 and p21 expression in MDSCs from both young and old mice (n=4). Data were expressed as mean ± SD and statistical analysis was performed using t-test. (**D**) Percentage of splenic M-MDSCs (Ly6C^hi^ CD11b^+^) and G-MDSCs (Ly6C^low^ CD11b^+^) in both young and old mice (n=4) was analyzed by flow cytometry. Data were expressed as mean ± SD and statistical analysis was performed using t-test. (**E**) MDSCs form young and old murine spleen (n=3) were co-cultured with CFSE-labeled splenic T cells for 3 days. Scatter plot showing individual percentage of proliferated CD4^+^ and CD8^+^ T cells measured by flow cytometry. Data were expressed as mean ± SD, with statistical analysis performed using t-test. (**F**) Flow cytometry analysis detected the percentage of splenic CD3^+^CD3ζ^+^ T cells in young and old mice (n=6). Data were expressed as mean ± SD and statistical analysis was performed using t-test. (**G**) Expression of p27 in human blood MDSCs from both young and old health donors was determined by immunoblotting. (H**)** Band densities of phosphorylated JNK and β-actin (in Fig, 6a) were measured and the ratio of p-JNK over β-actin was calculated. The data are from one representative experiment of more than three independent experiments (**B–F**). * *P* <0.05, ** *P* <0.01 and *** *P* <0.001.

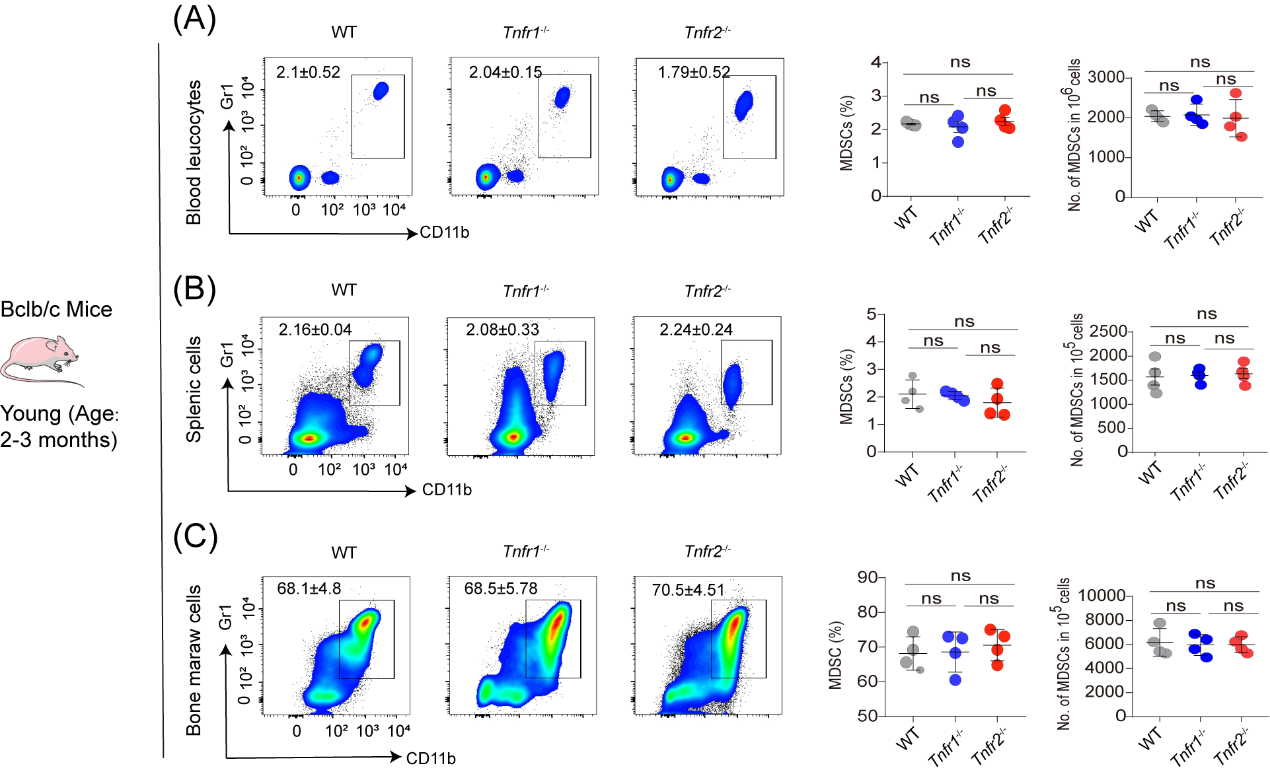

**Supplementary Figure 2. TNFR2 deficiency does not affect the proportion of MDSCs in young mice.** (**A-C**) Flow cytometric analyses were performed to detect the proportion of Gr1^+^CD11b^+^ MDSCs in blood (**A**), spleen (**B**) and bone marrow (**C**) from young wild-type, *Tnfr1*^-/-^ and *Tnfr2*^-/-^ mice (n=4). Scatter plot showing individual proportion. The data (mean ± SD) are from one representative experiment of more than three independent experiments (**A-C**). Statistical analysis was performed using one-way ANOVA, ns, not significant.

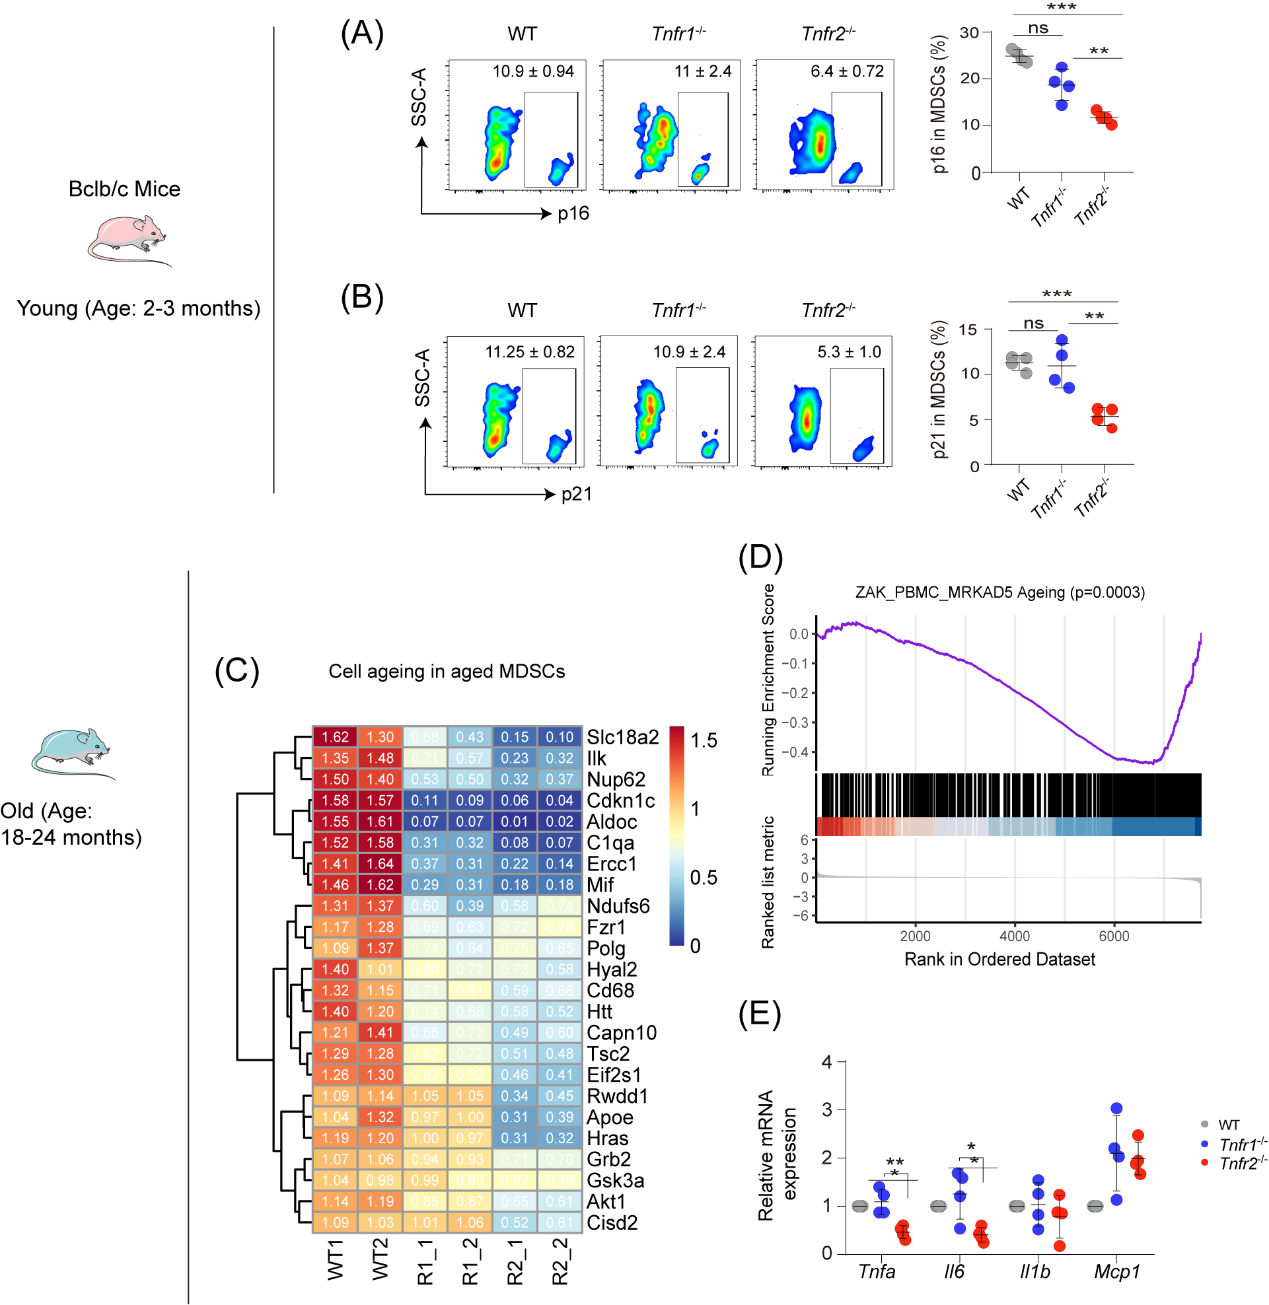

**Supplementary Figure 3. TNFR2 deficiency attenuates MDSCs’ ageing.** (**A, B**) Flow cytometry analysis of p16 and p21 expression in young splenic MDSCs isolated from wide type, *Tnfr1*^-/-^ and *Tnfr2*^-/-^ mice (n=4). Data are presented as mean ± SD and statistical analysis was performed using one-way ANOVA. (**C**) Heat map and hierarchical clustering of the ageing regulated genes in aged splenic MDSCs isolated from wide type, *Tnfr1*^-/-^ and *Tnfr2*^-/-^ mice. For each individual experiment, MDSCs were pooled from five mice, respectively. Data were obtained from two independent experiments. (**D**) Enrichment plots for ageing related data set enriched in GSEA wide type vs. *Tnfr2*^-/-^ group, reflecting the ranked list of the ageing regulated genes in the RNA-seq dataset. (**E**) Relative mRNA expression of *Tnfa, Il6, Il1b and Mcp1* in aged splenic MDSCs isolated from wide type, *Tnfr1*^-/-^ and *Tnfr2*^-/-^ mice (n=4) was measured using RT-PCR. The data are presented as mean ± SD and statistical analysis was performed using one-way ANOVA. The data are from one representative experiment of more than three independent experiments (**A, B**). * *P* <0.05, ** *P* <0.01 and *** *P* <0.001 and ns, not significant.

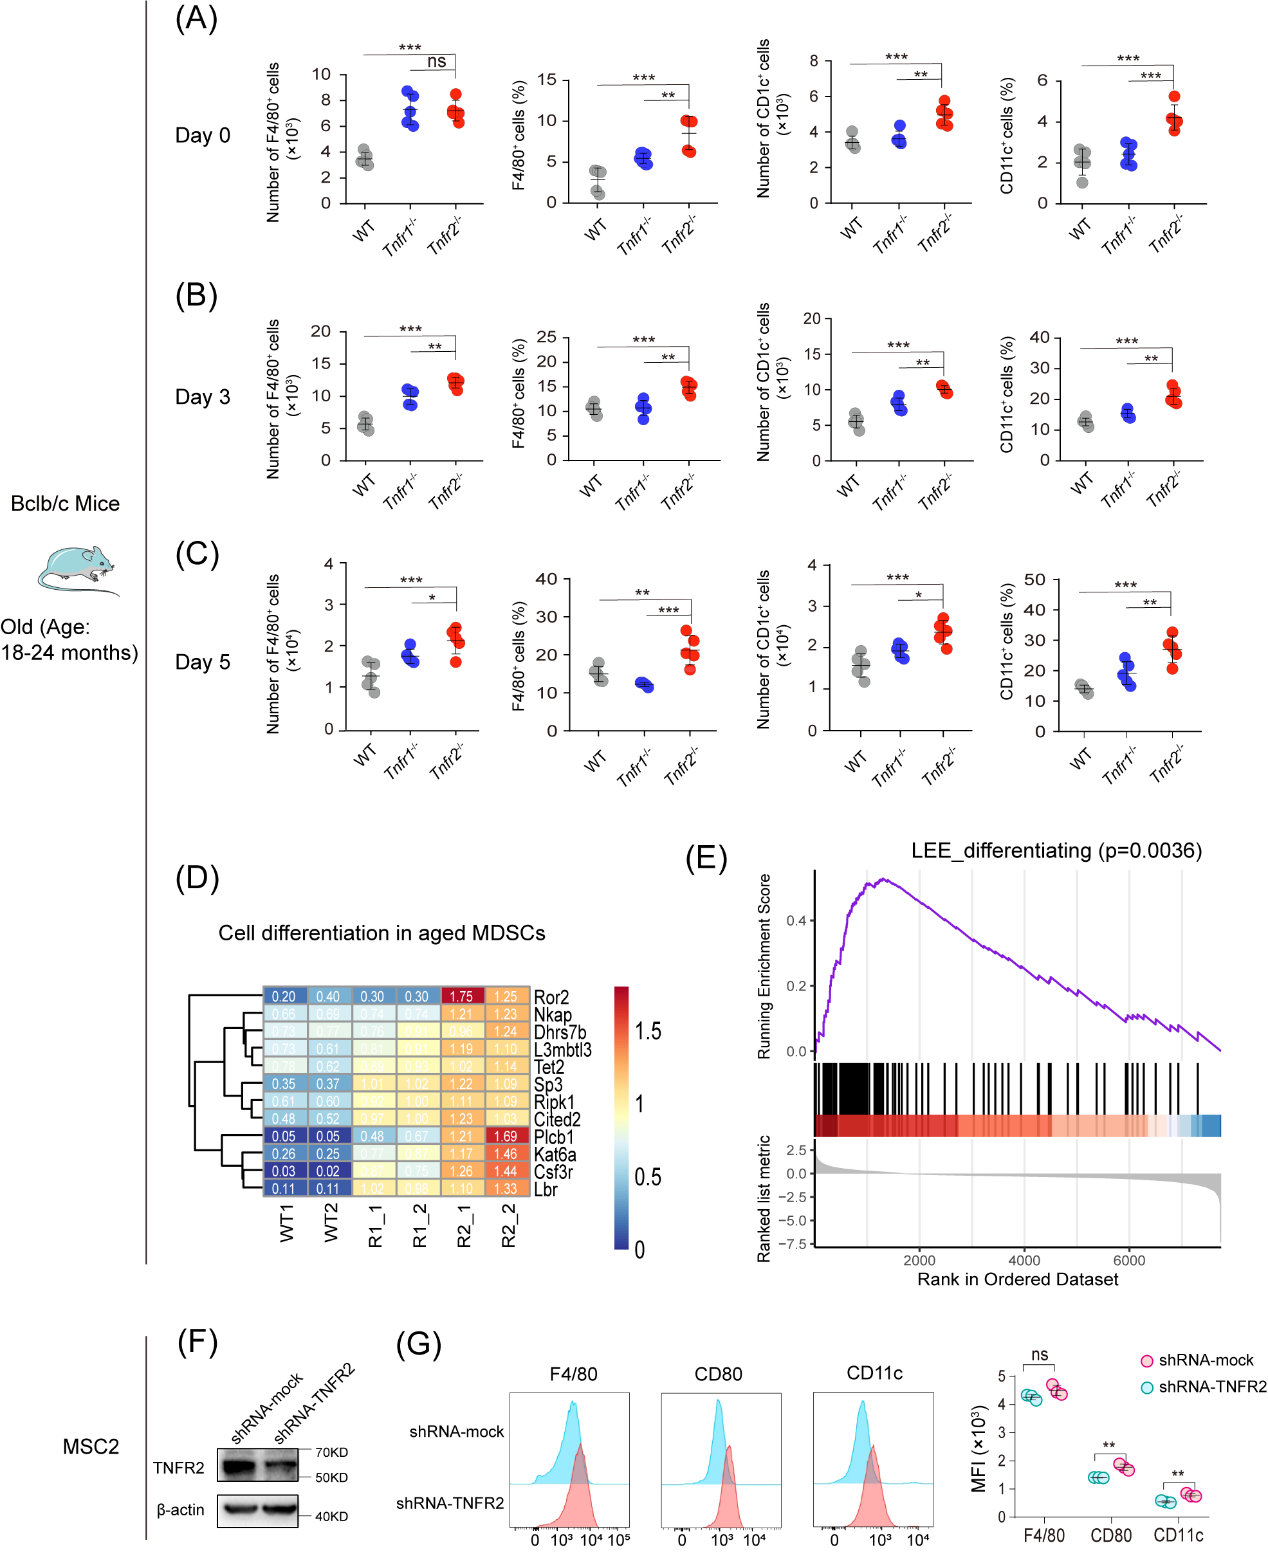

**Supplementary Figure 4. TNFR2 deficiency attenuates differentiation blockage of aged MDSCs.** (**A-C**) Old splenic cells were isolated from WT, *Tnfr1*^-/-^ and *Tnfr2*^-/-^ mice and further cultured for 3 or 5 days in the presence of GM-CSF (20 ng/mL**)**. The percentage of F4/80^+^CD1b^+^ macrophages and CD11b^+^CD11c^+^ dendritic cells in aged splenic cells at day 0, 3, and 5 were determined using flow cytometry analysis. (**D**) Heat map and hierarchical clustering of the cell differentiation regulated genes in aged splenic MDSCs. (**E**) Enrichment plots for cell differentiation related data set enriched in GSEA wide type vs. TNFR2^-/-^ group. (**F**) TNFR2 knockdown in MSC2 cells was validated by immunoblotting and equal loading was estimated by β-actin expression. (**G**) The expressions of F4/80, CD80, CD11c in MSC2 cells transfected with -shRNA-mock or shRNA-*Tnfr2* were detected by flow cytometry. Data are presented as mean ± SE and statistical analysis was performed using one-way ANOVA (**A-C**) or t-test (**G**). The data are from one representative experiment of more than three independent experiments (**A-C**). * *P* <0.05, ** *P* <0.01 and *** *P* <0.001 and ns, not significant.

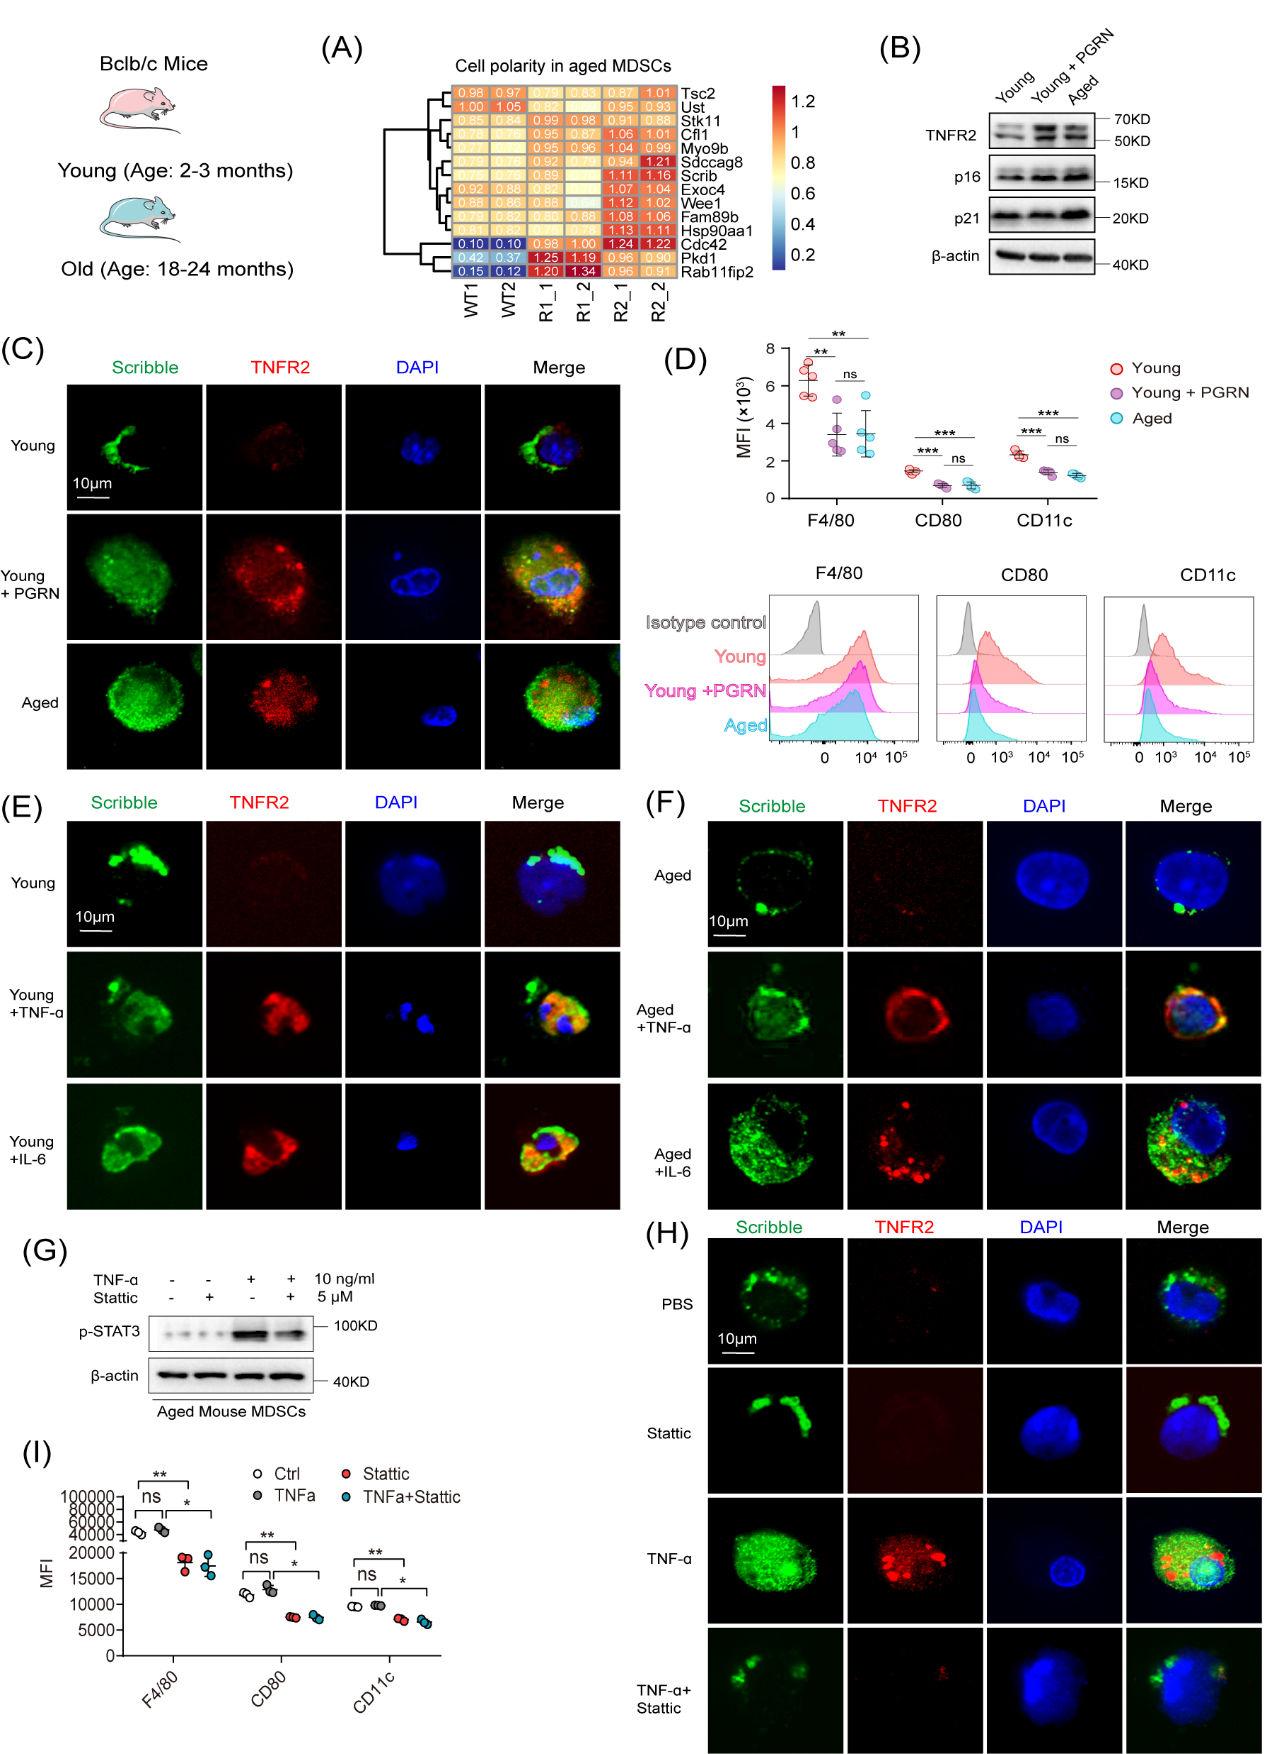

**Supplementary Figure 5. TNFR2 hyperexpression in young MDSCs impairs their proliferation, polarity, and differentiation.** (**A**) Enrichment plots for cell polarity related data set enriched in GSEA wide type vs. *Tnfr2*^-/-^ group. (**B-D**) MDSCs isolated from young and old murine spleens were treated with PGRN (200 ng/ml) for 24h. (**B**) Expression levels of TNFR2, p16 and p21 were determined by immunoblotting, equal loading was estimated by β-actin expression**.** (**C**) Localizations of Scribble (green) or TNFR2 (red) in MDSCs were analyzed by immunofluorescence staining. Nuclei was labeled with DAPI. Scale bar, 10 μm. (**D**) Flow cytometric analysis of the fluorescence intensity of F4/80, CD80, and CD11c in MDSCs. (E) Isolated MDSCs from mouse spleen were exposed to TNF-α (10 ng/ml) or IL-6 (5 ng/ml) for 1 hour. Localizations of Scribble (green) or TNFR2 (red) in MDSCs were analyzed by immunofluorescence staining. Nuclei was labeled with DAPI. Scale bar, 10 μm. (F-H) Stimulation of mouse splenic MDSCs with TNF-α (10 ng/ml), static (5 μM), or a combination. (G) Western blots depict the phosphorylation status of STAT3 after 1 hour of treatment. (F, H) Localizations of Scribble (green) or TNFR2 (red) in MDSCs were analyzed by immunofluorescence staining. Nuclei was labeled with DAPI. Scale bar, 10 μm. (I) Flow cytometric analysis of fluorescence intensity for F4/80, CD80, and CD11c in MDSCs after 24 hours. Data are from one representative experiment of more than three independent experiments, presented as mean ± SD, and statistically analyzed using one-way ANOVA. ** *P* <0.01, *** *P* <0.001, and ns, not significant.

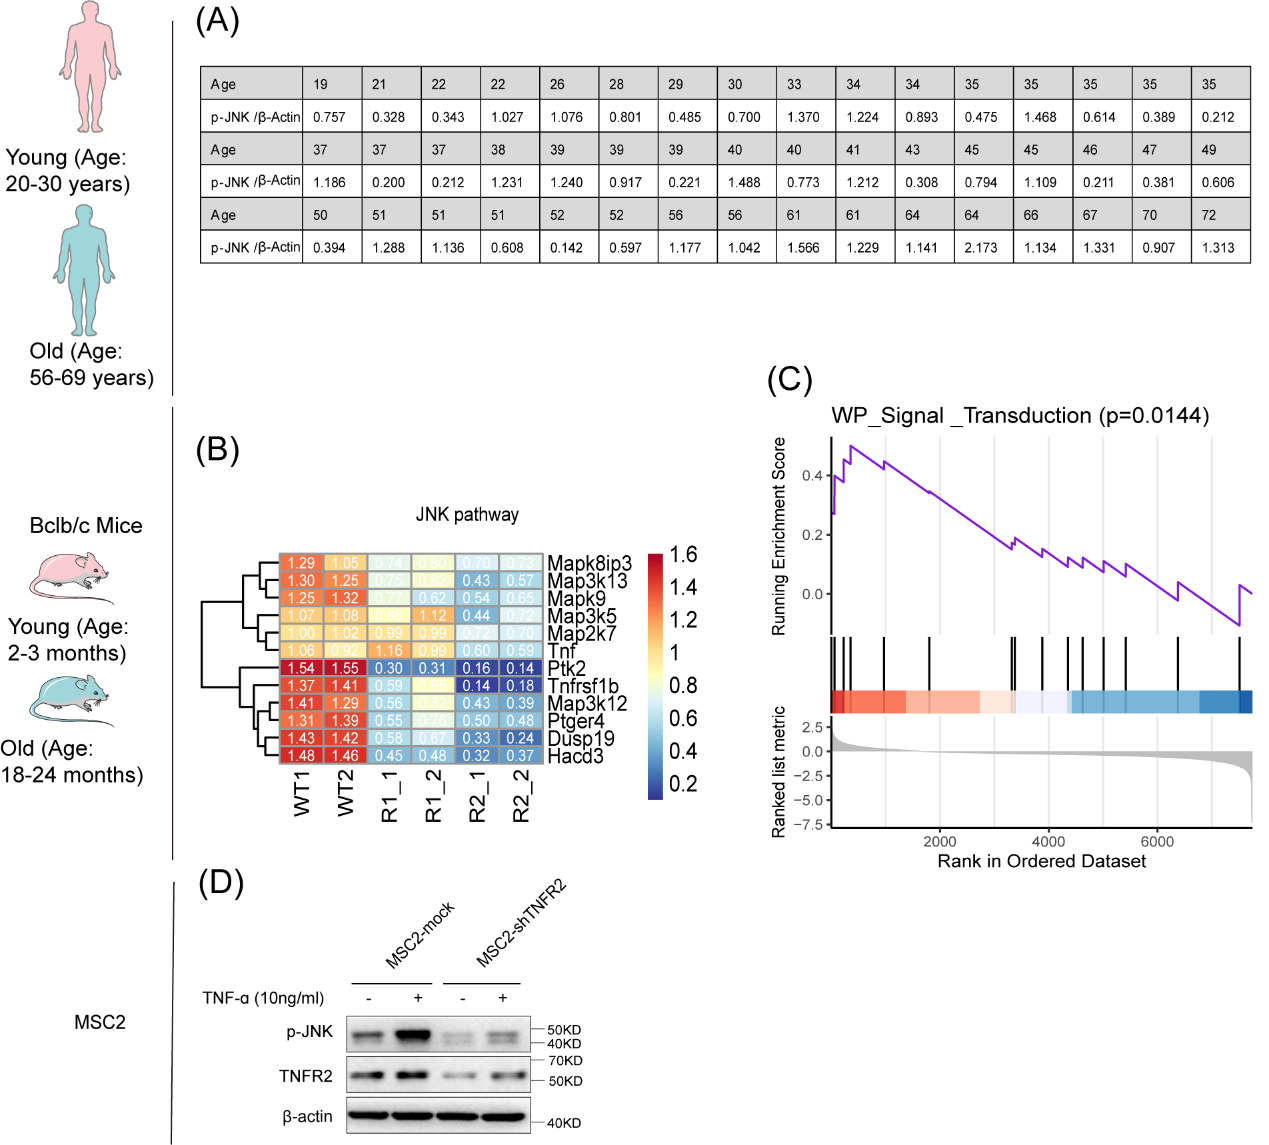

**Supplementary Figure 6. JNK activation is positively correlated with TNFR2 expression.** (**A**) Band densities of phosphorylated JNK and β-actin (in Figure 6A) were measured and the ratio of p-JNK over β-actin was calculated. (**B**) Heat map and hierarchical clustering of the JNK pathway regulated genes in aged splenic MDSCs. (**C**) GSEA was performed in the wide type vs. TNFR2^-/-^ groups. The GSEA algorithm calculates an enrichment score reflecting the degree of signal transduction ranked list of the genes in the RNA-seq dataset. (**D**) TNFR2 expression and JNK activation levels in MSC2 cells transfected with -shRNA-*Tnfr2* with or without TNF-α (10 ng/ml) treatment for 30 min were determined by immunoblotting, equal loading was estimated by β-actin expression.

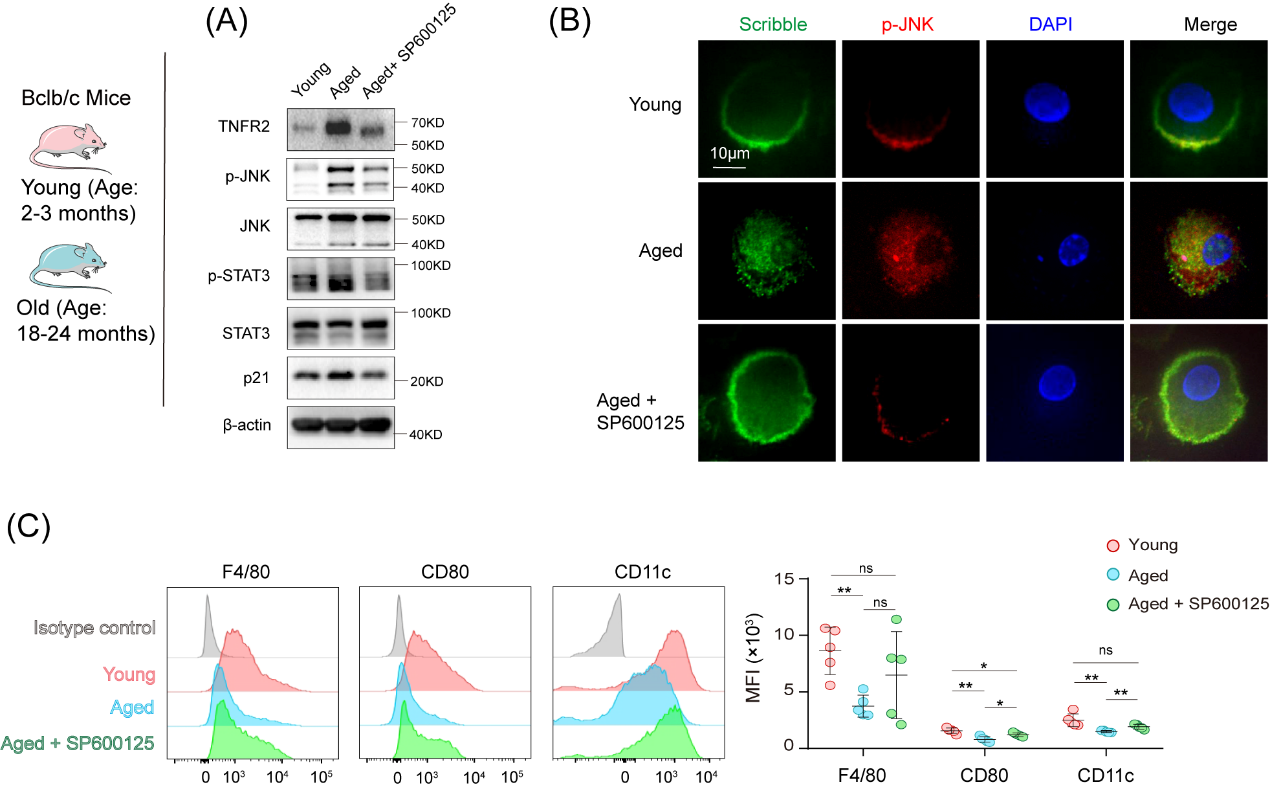

**Supplementary Figure 7. Inhibition of JNK in MDSCs restores their polarity and mature differentiation.** MDSCs were isolated from the spleen of young and old mice and aged MDSCs were treated with SP600125 (40 nM). (A) Abundance of TNFR2, p-JNK, JNK, p-STAT3, STAT3, p16 and p21 was determined by immunoblotting using respective antibodies and β-actin was used as equal loading control. (B) Immunostaining of Scribble and p-JNK in MDSCs and nuclei was labeled with DAPI. Scale bar, 10 μm. (**C**) Flow cytometric analysis of the fluorescence intensity of F4/80, CD80, and CD11c in MDSCs. The data are from one representative experiment of more than three independent experiments and are presented as mean±SE (n=5). Statistical analysis was performed using one-way ANOVA. * *P* <0.05, ** *P* <0.01, and ns, not significant.

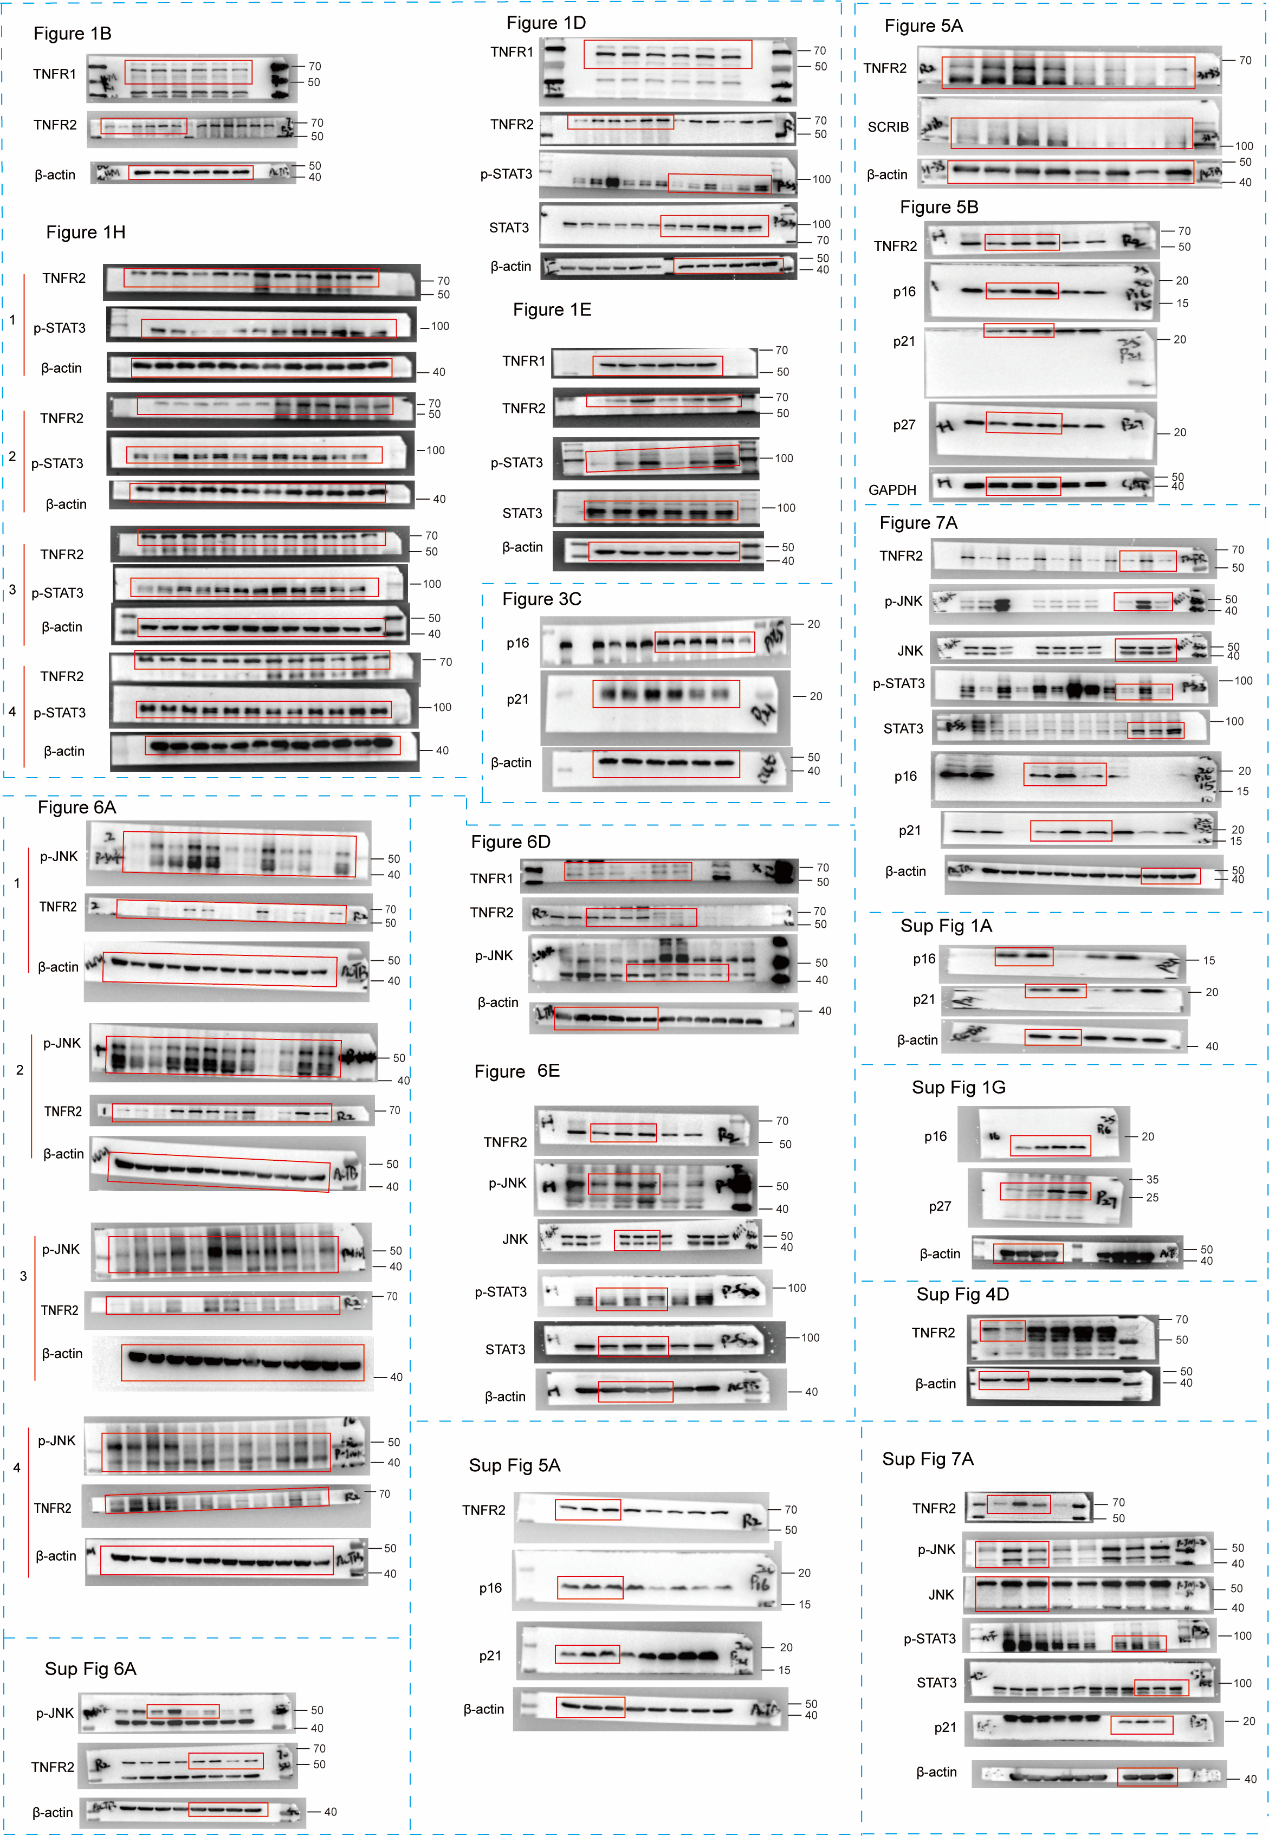

**Supplementary Figure 8.** All uncropped versions of the Western Blots are presented in the same order as in the corresponding figures.

How the deposited data were processed for this re-analysis (not part of the article)

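RNA-seq was done on MDSCs isolated from the spleens of aged WT, *Tnfr1* -/-, and *Tnfr2* -/- mice, with 2 samples of each genotype. According to the paper, MDSCs of 5 mice were pooled for each experiment, 2 independent experiments were done, and old mice were 18 to 24 months old. Samples were assigned to genotypes from the deposited sample descriptions and the column names, which match the column names in the heat maps of Figures S3C, S4D, S5A, and S6B.

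The authors extracted RNA, prepared cDNA libraries, sequenced single-end reads of 50 base pairs, checked the reads with FastQC, and deposited the expression of 8191 genes in 6 samples as FPKM. The paper's text does not name the aligner, the tool that made the FPKM values, or the genome build. The authors also deposited a p-value for each gene, which is that of a one-way ANOVA over the 3 genotypes on the FPKM values, and listed only genes whose p-value is under 0.05. The ANOVA was checked by recomputing it for all 8191 genes, each within 1 percent. Genes outside this table were not analysed here, and neither were the reads. The paper names edgeR, which works on counts, for the authors' own comparison. The values used here are FPKM, so edgeR was not run on them. Sequencing depth per sample was not used here, and no precision from read counts is given for any value. The values of the WT samples and those of the knockout samples differ in their number of digits (up to 10 against 6) and in how far they lie on whole read numbers, and this difference follows the genotype.

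FPKM values were used as deposited, and 1 was added before taking log2. Genes were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, and eBayes with trend) in one model of all 6 samples, for *Tnfr2* -/- against WT, *Tnfr1* -/- against WT, and *Tnfr2* -/- against *Tnfr1* -/-, two-sided. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 1.5, the paper's thresholds, are called different. Gene lists with at least 5 listed genes, 20 in all, were tested with limma's camera at an inter-gene correlation of 0.01, and their median log2 change was set against 10000 random lists of the same size drawn from 20 bins of mean expression. The lists were the genes of the 4 heat maps, genes the text names, lists of marker genes and of JNK and polarity genes, and Reactome sets shipped with fgsea 1.28.0. The paper's own enrichment plots (GSEA, Figures S3D, S4E, S5A, and S6C) were not recomputed. With 2 samples per group, an exact test cannot give a two-sided p-value under 0.333, so no test of a single gene outside the model is given.

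The genes named were fixed in advance by a rule. They are the genes the paper's text names or its heat maps show, the genes of the other lists, and, for *Tnfr2* -/- against WT, the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold whose samples of one group all lie on one side of the other group's. *Padi2* and *Pianp*, the other genes named for lying near the targeted loci, and the genes named for being listed at 0 in WT were named after their values were seen. Positions are those of GENCODE M21 on GRCm38, and 8166 of the 8191 symbols matched. From the transcripts of this annotation, length, GC content, and the share of 50-base windows that also occur in another gene were computed.

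The alternatives tried were a pseudocount of 0.1, only genes with a mean of at least 1 or 5 FPKM, only the 2 groups compared in the model, the replicate number as a block, eBayes without trend, median-ratio size factors, quantile normalization, no fold change threshold or one of 2, adjustment as for 25000 genes, and each sample left out in turn. The Fig. S6B list without *Tnfrsf1b*, also with median-ratio size factors and with quantile normalization, was added after the results were seen, as was median-ratio scaling of the genes near the targeted loci. The model was tested on simulated data with the spread of the real samples. For *Tnfr2* -/- against WT the model called 175 of 200 changed genes (87.5%) and 4 of 7991 unchanged genes, and 5 of 200 random lists had a p-value under 0.05 in the camera test. In a simulation of 25000 genes without any difference, 1451 had an unadjusted p-value under 0.05 and 0 had an adjusted one under 0.05. After an ANOVA filter like that of the table had kept 1250 of them, 747 had an adjusted p-value under 0.05 and 40 also passed the fold change of 1.5. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, and matplotlib 3.10.9 were used for the other steps.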

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

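The tests of sex, of other cells in the WT fraction, and of exchanged samples were set before the data were examined. All other tests in this part were chosen only after the result was seen.

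A signal appears in genes that the paper does not discuss, between WT and both knockouts. *Retnlg* had the largest rise in log2(FPKM + 1) in *Tnfr2* -/- against WT MDSCs, with a log2 change of 8.68. *Spp1* had the largest fall, with −9.98. Both genes lay on one side of both WT samples in all 4 knockout samples. With median-ratio scaling the values were 9.40 and −9.06, so this scaling does not account for them. Their ranks depend on the pseudocount of 1. In ratios of mean FPKM, *Ly6c1* (1342) rose more than *Retnlg* (608.5), and *Gpnmb* (0.000107) and *Mmp12* (0.000398) fell more than *Spp1* (0.000682). Of the genes that differ from WT in both knockouts, 5550 changed the same way and 2 did not, but both comparisons share the 2 WT samples and few genes differ between the knockouts, so this was nearly given in advance and is not further evidence. The design gives loss of either receptor as a biological explanation, and several technical ones were tested. First, the WT values may have been made by another quantification. Between the WT samples 74.5% of the ratios of weakly expressed genes fell on whole read numbers, against 2.47% and 1.8% in the knockouts. For some genes, reads shared between genes may have been dropped in WT only. Of 13 genes listed at 0 in both WT samples and at 1 FPKM or more in all knockout samples, *Evi2b*, *Exosc6* and others, 6 share over 50 percent of their windows with other genes, against 242 of 8153 other genes (Fisher's exact test, two-sided, p = 1.06e-06). Of 22 genes listed at 0 in all knockout samples and at 1 FPKM or more in both WT samples, 1 does, against 247 of 8144 (p = 0.493 in the same exact test). *Gapdh*, with 82.5% of its windows shared, goes against dropped reads in WT, with 65.3 and 74.6 FPKM in WT and 2.07 to 2.96 FPKM in the knockouts. Over all genes, the shared windows had no relation to the log2 change (Spearman correlation across genes 0.0106), so dropped reads are left as an explanation for few genes. Transcript length (0.288) and GC content (−0.169) had a weak relation to the log2 change in both knockouts. For transcript length there was one between the knockouts too (−0.196, and −0.0386 for GC content), so length does not mark WT alone. Genes are not independent replicates in these correlations. The listed genes summed to 0.414 times as many FPKM in the knockouts as in WT, and whether genes outside the table made up the rest cannot be told. Second, the sorted cells may differ. The 11 listed macrophage markers had a median log2 change of −3.94 and the 7 listed monocyte markers of 3.75 in *Tnfr2* -/- against WT, and the medians in *Tnfr1* -/- were −4.11 and 2.51. This is consistent with macrophages in the WT fraction and monocytes in the knockout fractions. Of the 14 neutrophil markers 3 are listed, with medians of 5.95 in *Tnfr2* -/- and 6.40 in *Tnfr1* -/- against WT, such as *Mmp9* with a mean of 3.30 FPKM in WT and 282 FPKM in *Tnfr2* -/-. These 3 point to fewer granulocytic cells in WT, but under 80 percent of the list is measured, so whether other cells took their place cannot be told. For exchanged samples, the log2 change of *Tnfrsf1b* of −2.09 between the knockouts goes with the labels of the *Tnfr2* -/- samples, and the gene of TNFR1 was not analysed here, so the test set in advance stays open. Of the genes beside the targeted loci, 2 chosen after their values were seen go with the labels. *Pianp*, near the gene of TNFR1, had 2.97 and 3.28 FPKM in WT, 3.73 and 4.00 FPKM in *Tnfr2* -/-, and 0.154 and 0.219 FPKM in *Tnfr1* -/-, and *Padi2*, near *Tnfrsf1b*, departed from WT in *Tnfr2* -/- only. Other genes near the loci do not all show this (below), so these 2 are a selection. Another quantification, other cells, the sex of the mice (below), and the loss of the receptors remain, and the differences from WT cannot be told apart from them. Transcript length and GC content concern the trend over all genes and are not offered for single large changes such as that of *Spp1*.

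A signal also appears in Y-linked genes. *Ddx3y* had a mean of 3.62 FPKM in WT and is listed at 0 in all 4 knockout samples. The same holds for *Eif2s3y*, *Kdm5d*, and *Uty*, so for 4 of 4 Y-linked genes, against 154 (1.88%) of the other genes listed (Fisher's exact test, two-sided, p = 1.33e-07). The table lists only genes that differ between the genotypes, so that they differ was given in advance, but not in which direction or that they are listed at 0. A candidate explanation is the sex of the pooled mice, with male mice in the WT pools only. The paper states that all animal work used mice matched for sex and age, which this explanation would contradict, and it does not say which sex was used. *Xist*, which the prediction set in advance also named, was not analysed here, so only the Y-linked part of it was tested. The 4 genes do not separate sex from a quantification that gave these genes no reads in the knockouts. Sex and genotype cannot then be told apart in the comparisons with WT.

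Monocyte markers differed between the knockouts. The 7 listed genes of the monocyte list, *Ccr2* among them, were all higher in *Tnfr2* -/- than in *Tnfr1* -/- MDSCs, with a median log2 change of 0.96 (adjusted p = 0.000902 from limma's camera test over 20 lists). With median-ratio scaling the median was 0.82 and with quantile normalization also 0.82. *Ccr2* had 90.5 ± 14.8 FPKM (SD, n = 2) in *Tnfr1* -/- and 214 ± 21.6 FPKM in *Tnfr2* -/- MDSCs. In FPKM as deposited, the WT values do not enter the log2 changes between the knockouts. They do enter the p-values, since the variance was estimated in a model of all 6 samples. For *Ccr2* the adjusted p-value from limma's moderated test was 0.03753 in that model. With only the 2 groups compared in the model it was 0.1604. A candidate explanation is cell composition, with more monocytes and fewer lymphocytes in the *Tnfr2* -/- fraction. The 7 listed B cell and T cell markers had a median log2 change of −0.68 and were all lower, but only 7 of 17 are listed, under the 80 percent needed, so this test is void. An effect of TNFR2 on gene expression within MDSCs cannot be told apart from cell composition.

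Genes near the targeted loci differed between the knockouts. Within 10 Mb of the genes of TNFR1 or TNFR2, 11 of 205 listed genes passed the threshold in *Tnfr2* -/- against *Tnfr1* -/-, the targeted gene left out, against 107 of 7960 elsewhere (Fisher's exact test, two-sided, p = 0.000174, odds ratio 4.16). Of these genes, 6 of 112 lie near *Tnfrsf1b* and 5 of 93 near the gene of TNFR1. *Padi2* (log2 change 2.51) and *Pianp* (2.04) were seen before the test, and without them 9 of 203 genes passed (p = 0.00234 in the same exact test). Neighbouring genes are not independent, so these p-values are approximate. They also rest on the 119 genes called between the knockouts. This number fell to 7 with the replicate block and to 0 with only the 2 groups in the model. A candidate explanation is DNA of another mouse strain that flanks each targeted gene after crossing to BALB/c. Such DNA would set genes near *Tnfrsf1b* apart from WT in *Tnfr2* -/- and genes near the gene of TNFR1 apart from WT in *Tnfr1* -/-. In FPKM as deposited, 2 of the 6 genes near *Tnfrsf1b* lay further from WT in *Tnfr2* -/-, and 5 of the 5 near the gene of TNFR1 lay further from WT in *Tnfr1* -/-, as did 72 of the 107 genes elsewhere. With median-ratio scaling these counts were 2 of 6, 3 of 5, and 71 of 107, and *Efhd2*, *Miip*, *Magohb*, and *Rassf4* changed sides. For these genes the side thus depends on how WT and knockout values are scaled. With and without this scaling, *Casp9*, *Cort*, and *Dhrs3*, near *Tnfrsf1b*, lay further from WT in *Tnfr1* -/-, the side this explanation does not give. *Padi2*, near *Tnfrsf1b*, and *Cd27*, *Klrc2*, and *Pianp*, near the gene of TNFR1, lay on the side it gives. The direction thus goes against the explanation for some genes and with it for others, so it does not decide the question for the set. A local effect of the targeting itself was not tested.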

How the results depend on the processing

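The Fig. S6B list without *Tnfrsf1b* and the test of scaling on *Scrib* were chosen only after the results were seen. Of 982 values under the alternatives, 846 kept their direction and their side of the threshold, or moved by less than the replicate SD, or for counts stayed within 1.5 times. Another 48 reversed, 19 with median-ratio scaling, 17 with quantile normalization, 7 with one sample left out, 1 with a filter, and 4 with the Fig. S6B list without *Tnfrsf1b* under a scaling. Where nothing else is said, the cause was not tested. The planned edgeR test on counts was not run, since the values are FPKM and whole reads cannot be recovered for the knockouts. Leaving out a sample of the group that is not compared cannot move a log2 change and gave no value.

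The scaling of the samples changed most. Both scalings take most listed genes as unchanged, though all were picked for a difference, so they do not show which direction is right. With median-ratio scaling, 3504 genes differed between *Tnfr2* -/- and WT (1787 higher, 51.0% against 19.2% as deposited), 3722 between *Tnfr1* -/- and WT (1908 higher, 51.3%), and 208 between *Tnfr2* -/- and *Tnfr1* -/- (89 higher, 42.8%). Quantile normalization gave 3535 (1685 higher, 47.7%), 3796 (1738 higher, 45.8%), and 238 (121 higher, 50.8%). Median-ratio scaling turned the median of the genes of Fig. S5A to 0.24 (*Tnfr2* -/- against WT), 0.11 (*Tnfr1* -/- against WT), and −0.011 (*Tnfr2* -/- against *Tnfr1* -/-), that of Fig. S6B to 0.067 (*Tnfr1* -/- against WT), and that of Fig. S3C to −0.032 (*Tnfr2* -/- against *Tnfr1* -/-). Quantile normalization turned that of Fig. S5A to 0.11 and 0.063 in *Tnfr2* -/- and *Tnfr1* -/- against WT and that of Fig. S6B to 0.024 and 0.062. The camera test of the Fig. S6B genes between the knockouts gave −0.058 with an adjusted p = 0.0505 under quantile normalization and −0.10 with an adjusted p = 0.0380 under median-ratio scaling (0.0221 to 0.0599 over the alternatives set in advance). Other lists of *Tnfr2* -/- against WT reversed with median-ratio scaling and quantile normalization, in this order. The JNK pathway list went to 0.54 and 0.38, the polarity complex list to 0.59 and 0.64, and the Reactome set Cellular Senescence to 0.24 and 0.14. Between the knockouts the JNK pathway list went to −0.065 and −0.028, Cellular Senescence to −0.055 and −0.028, and the polarity complex list to −0.032 with median-ratio scaling. In single genes of *Tnfr2* -/- against WT, *Scrib* went to 0.33 and 0.17, *Tnf* to 0.25 and 0.069, *Dhrs7b* to 0.24 and 0.18, and *Hsp90aa1* to 0.28 and 0.19. In *Tnfr1* -/- against WT, *Tnfrsf1b* went to 0.17 and 0.099, and *Scrib* to 0.56 and 0.35. Between the knockouts *Mapk9* went to −0.065 and −0.028, and *Map3k5* to −0.041 and −0.048. The reversals against WT go with the shift of the median of all genes from −0.74 to −0.032 (*Tnfr2* -/- against WT) that median-ratio scaling removes. Between the knockouts the size factors alone move a log2 change by −0.148, which is more than each of the values reversed there by median-ratio scaling. The number of Fig. S3C genes lower in *Tnfr2* -/- than in WT fell from 20 to 8 with median-ratio scaling and to 9 with quantile normalization, and that of Fig. S6B genes from 8 to 3 and to 4. Of the Fig. S4D genes, 1 passed as higher in *Tnfr2* -/- than in *Tnfr1* -/- under both.

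Without *Tnfrsf1b*, the targeted gene, the Fig. S6B median between the knockouts was −0.016 with an adjusted p = 0.209, and 1 gene passed the threshold as lower. With median-ratio scaling as well it was −0.10 (adjusted p = 0.129) and with quantile normalization −0.048 (adjusted p = 0.186), again with 1 gene past the threshold as lower. Against WT the median of these 11 genes turned to 0.024 in *Tnfr2* -/- and 0.050 in *Tnfr1* -/- with median-ratio scaling and to 0.069 and 0.026 with quantile normalization, and the genes past the threshold as lower in *Tnfr2* -/- fell from 7 to 2 and 3. Filters and thresholds had other effects. With genes of at least 5 FPKM, 3823 and 4059 genes differed from WT in *Tnfr2* -/- and *Tnfr1* -/-, the Fig. S6B median between the knockouts was 0.049, and in *Tnfr2* -/- against WT 1 gene of Fig. S5A was higher and 5 genes of Fig. S6B were lower. With genes of at least 1 FPKM, 217 genes differed between the knockouts. With a fold change over 2, 3686 genes differed between *Tnfr2* -/- and WT and 49 between the knockouts, and with no fold change threshold 218 did. Between the knockouts, 0 genes passed when only the 2 groups compared were in the model (1436 had an unadjusted p-value under 0.05 in that model), 15 with eBayes without trend, and 8 with adjustment as for 25000 genes. Of the Fig. S6B genes, 0 were then lower in *Tnfr2* -/- with only the 2 groups or without trend, against 2 (2 had an unadjusted p-value under 0.05 in either), and of the Fig. S4D genes 1 was higher with a pseudocount of 0.1 or with genes of at least 1 FPKM, against 0.

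With each sample left out in turn and no test, the genes past a fold change of 1.5 ran from 376 to 893 between the knockouts (454 with all samples). For *Tnfr2* -/- against WT, the median of the genes of Fig. S3C ran from −1.27 to −1.10, that of Fig. S5A from −0.76 to −0.72, and that of Fig. S6B from −0.79 to −0.59. The median of Fig. S4D ran from 0.69 to 0.81 in *Tnfr1* -/- against WT and from 0.081 to 0.20 between the knockouts, where that of Fig. S6B ran from −0.071 to −0.031. *Tnf* ran from −0.0027 to 0.22 in *Tnfr1* -/- against WT. Between the knockouts *Scrib* ran from −0.25 to 0.066, *Csf3r* from −0.38 to 0.24, *Mapk9* from −0.056 to 0.19, and *Map3k5* from −0.15 to 0.34. Each fit leaves 1 sample in a group, so no call is given.

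With the replicate number as a replicate block, 7 genes passed between the knockouts, 6 of them among the 119, 0 genes of Fig. S6B were called lower (2 with an unadjusted p-value under 0.05), and the camera test of the Fig. S6B genes (median −0.034) gave an adjusted p = 0.0599. Samples of the same number are different mice, and their deviations from the group means had correlations of 0.0217 (WT and *Tnfr1* -/-), 0.0299 (WT and *Tnfr2* -/-), and 0.0462 (*Tnfr1* -/- and *Tnfr2* -/-), so the numbers do not pair the samples. Apart from these, 42 results for single genes and other lists changed, 26 weaker, 11 stronger, and 5 moved, of which 7 of the weaker ones came from the replicate block.

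The ANOVA filter of the table and the unknown depth limit all of these results. Genes that do not differ in the ANOVA cannot enter, so counts of different genes and their share in the table say nothing about the whole genome.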

Differences from the paper's values

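No test in this part was chosen after the result was seen. The paper's heat maps print a value for each gene and sample, relative to the other samples of that gene. From these, ratios of group means were formed and set beside ratios of mean FPKM. A gap is called closed where the ratio comes within 1.5 times of the paper's. All values of the paper below were read by eye from the figure named. Of the alternatives set before the data were examined, the scalings and the samples left out can change such a ratio. The filters can change a median over a list but not the ratio of a single gene, and the other alternatives can change neither.

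Over the 24 genes of Fig. S3C, the median ratio of *Tnfr1* -/- over WT is about 0.55 in the paper's Fig. S3C, read by eye, and 0.362 here. Median-ratio scaling (0.798), quantile normalization (0.681), and the filter at 5 FPKM (0.368) brought it within 1.5 times, and the filter at 1 FPKM and each sample left out did not. For *Tnfr2* -/- over *Tnfr1* -/- the paper's median is about 0.62 in Fig. S3C, read by eye, and 1.08 here, and none of the alternatives closed the gap. For *Polg* in *Tnfr2* -/- over WT the paper's ratio is about 0.56 in Fig. S3C, read by eye, and 1.54 here, with no alternative that closed the gap.

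Over the 14 genes of Fig. S5A, the median ratio of *Tnfr2* -/- over WT is about 1.4 in the paper's Fig. S5A, read by eye, and 0.595 here, and that of *Tnfr1* -/- over WT is about 1.1 in Fig. S5A, read by eye, and 0.492 here. Median-ratio scaling (1.19 and 1.09) and quantile normalization (1.08 and 1.07) closed both gaps, and no filter or sample left out did. The same scalings moved medians that had been within 1.5 times of the paper's to 0.762 and 0.673 (Fig. S3C), 5.18 and 4.55 (Fig. S4D), and 1.06 and 1.01 (Fig. S6B) for *Tnfr2* -/- over WT, against the paper's about 0.37 in Fig. S3C, about 2.7 in Fig. S4D, and about 0.38 in Fig. S6B, read by eye. Without rescaling these 3 were 0.382, 2.58, and 0.531.

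For *Scrib* the paper's ratio of *Tnfr2* -/- over WT is about 1.5 in Fig. S5A, read by eye, and 0.65 here. Median-ratio scaling (1.3) and quantile normalization (1.14) closed the gap, and no sample left out did. For *Tnfr1* -/- over WT it is about 1.1 in Fig. S5A, read by eye, and 0.702 here, and both scalings (1.55 and 1.32) and leaving out *Tnfr1* -/- replicate 2 (0.787) closed the gap. For *Tnfr2* -/- over *Tnfr1* -/- it is about 1.4 in Fig. S5A, read by eye, and 0.926 here. Leaving out *Tnfr1* -/- replicate 1 (1.05) or *Tnfr2* -/- replicate 1 (0.958) brought it within 1.5 times of the paper's. The scalings (0.837 and 0.862) and the other samples left out did not.

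Other genes of Fig. S5A lie above 1 in the paper's ratio of *Tnfr2* -/- over WT and below 1 here. In Fig. S5A, read by eye, *Stk11* is about 1.1 (0.471 here), *Cfl1* about 1.4 (0.599), *Myo9b* about 1.3 (0.605), *Exoc4* about 1.2 (0.473), *Wee1* about 1.2 (0.504), *Fam89b* about 1.4 (0.591), and *Hsp90aa1* about 1.3 (0.612). For these 7 genes both scalings, and no sample left out, brought the ratio within 1.5 times of the paper's. Not all of the ratios came above 1. *Stk11* (0.941 and 0.832) and *Exoc4* (0.939 and 0.83) stayed below 1 with both scalings and *Wee1* with quantile normalization (0.916). *Sdccag8* is about 1.4 in Fig. S5A, read by eye, and 0.424 here, and no alternative closed the gap. *Dhrs7b* is about 1.4 in Fig. S4D, read by eye, and 0.627 here, and both scalings (1.24 and 1.18) closed the gap. In Fig. S6B, read by eye, *Map3k13* is about 0.40 (1.78 here) and *Map3k5* about 0.53 (2.63 here), and no alternative closed these gaps. *Map3k13* had means of only 0.0113 FPKM in WT and 0.0202 FPKM in *Tnfr2* -/-, so its ratio gives no firm direction.

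The paper states that *scribble* mRNA was higher in *Tnfr2* -/- than in WT and *Tnfr1* -/- MDSCs. Here its log2 change was −0.56 against WT and −0.09 against *Tnfr1* -/-. Against WT it was positive with both scalings (0.33 and 0.17), and against *Tnfr1* -/- only with *Tnfr1* -/- replicate 1 left out (0.066). The paper also states that genes tied to differentiation were enriched in *Tnfr2* -/- against *Tnfr1* -/- MDSCs. Here the median log2 change of the genes of Fig. S4D was 0.14, with an adjusted p = 0.296 from limma's camera test (0.246 to 0.794 over the alternatives). This test covers only the 12 genes of the heat map. The paper also shows enrichment plots (GSEA) of larger gene sets, such as Figure S4E for WT against *Tnfr2* -/-, and these were not recomputed here. In the ratio of *Tnfr2* -/- over *Tnfr1* -/-, 16 of the 24 genes of Fig. S3C lie on the other side of 1 than in the figure, as do 3 of 12 in Fig. S4D (*Kat6a*, *Csf3r*, and *Lbr*), 2 of 14 in Fig. S5A (*Ust* and *Scrib*), and 5 of 12 in Fig. S6B (*Mapk9*, *Map3k5*, *Map2k7*, *Ptger4*, and *Hacd3*).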

Other observations

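The tests of the heat map quotients and of scaling on *Scrib* were chosen only after the results were seen, and the tests of genes and lists were set in advance. Ratios of each knockout sample over the WT mean in the heat maps were divided by the same ratios of FPKM. Of 96 such quotients for Fig. S3C, 50 lay within 10 percent of 1, as did 34 of 48 for Fig. S4D and 28 of 48 for Fig. S6B. For Fig. S5A none of 56 did, and the median quotient was 2.25. A possible explanation is 1 factor between WT and knockout samples applied in that figure. Then all 56 quotients lie within 10 percent of 2.25, but 46 did and 10 did not. The 10 include *Scrib* in both *Tnfr1* -/- samples and *Sdccag8* in all 4 knockout samples. The quotients of *Scrib* were 1.50 and 1.50 in the *Tnfr1* -/- samples and 2.32 and 2.36 in the *Tnfr2* -/- samples. So 1 factor accounts for most of the figure, *Scrib* in the *Tnfr2* -/- samples included, but not for *Scrib* in the *Tnfr1* -/- samples. What made the other quotients was not tested. Quotients near this factor also occur outside the figure, since *Dhrs7b* in Fig. S4D had 2.34 and 2.35 in the *Tnfr1* -/- samples and 2.34 and 2.26 in the *Tnfr2* -/- samples.

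*Scrib* was lower in both knockouts than in WT in FPKM as deposited. A candidate explanation is the scaling between WT and knockout samples, since with median-ratio scaling its log2 change was 0.33 in *Tnfr2* -/- against WT. The size factors alone add 0.995 to a log2 change in *Tnfr2* -/- against WT and 1.14 in *Tnfr1* -/-, so well expressed genes that are lower by less than this change sign, *Scrib* in *Tnfr1* -/- (0.56) among them. The change of sign is therefore not particular to *Scrib* or to *Tnfr2* -/-, and does not test this explanation further. Which scaling fits these samples cannot be told from the table, since the genes outside it were not analysed here. No biological explanation was tested.

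Genes of proteins or mRNAs that the paper names or measured by other methods are listed in the table. In *Tnfr2* -/- against WT MDSCs, *Cdkn1a*, which encodes p21, had a log2 change of −2.98 (standard error 0.45, adjusted p = 0.00210 from limma's moderated test), *Cdkn1b*, which encodes p27, of 2.18 (0.17, 0.000266), *Ccl2*, which encodes MCP1, of −3.67 (0.86, 0.0100), *Adgre1*, which encodes F4/80, of −2.26 (0.09, 3.80e-05), and *Itgax*, which encodes CD11c, of −3.76 (0.12, 2.12e-05). Between the knockouts *Adgre1* was higher in *Tnfr2* -/-, with a log2 change of 0.64 (standard error 0.09, adjusted p = 0.0421), and *Itgax* (0.25, adjusted p = 0.293), *Cdkn1a* (0.96, adjusted p = 0.274), and *Ccl2* (1.59, adjusted p = 0.337) also had the sign opposite to that against WT, as did *Cdkn1b* (−0.15, adjusted p = 0.652). The 2 *Tnfr2* -/- samples lay far apart for *Ccl2* (1.51 and 14.6 FPKM) and *Cdkn1a* (9.00 and 23.7 FPKM), so these 2 sizes rest mostly on 1 sample. By RT-PCR (n = 4, Figure S3E) the paper reports *Mcp1* mRNA as lower in *Tnfr2* -/- than in WT and *Tnfr1* -/- MDSCs. Against WT *Gapdh* had −4.28, with 82.5% of its 50-base windows shared with other genes. The directions against WT were the same with median-ratio scaling and quantile normalization. *Cdkn2a*, *Il6*, and *Il1b* were not analysed here.

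Lists set apart from the paper's heat maps gave the following medians of the log2 change. In *Tnfr2* -/- against WT, 9 of 12 JNK pathway genes had −0.21, 7 of 15 polarity complex genes −0.07, 60 of 130 genes of the Reactome set Cellular Senescence −0.62, and 58 of 78 genes of the Reactome planar cell polarity set −1.10, against −0.74 for all genes, and none had an adjusted p-value under 0.05. With only genes of at least 1 or 5 FPKM, the planar cell polarity set had an adjusted p = 0.0394 and 0.0398 from limma's camera test, and in *Tnfr1* -/- against WT it had a median of −1.35 with an adjusted p = 0.0298 in the same test of all genes. These coverages are under 80 percent, so the lists are only partly measured. Between the knockouts, 8 of the 20 lists had an adjusted p-value under 0.05, 5 up and 3 down. Up were the monocyte list, the dendritic cell markers (median 0.50, 6 of 6 listed genes higher, adjusted p = 0.0149), the lineage markers stained in the paper (0.59, 5 of 5 listed genes higher, adjusted p = 0.0201), the planar cell polarity set (0.24, adjusted p = 0.000902), and the Reactome set of WNT signalling independent of beta-catenin (0.20, adjusted p = 0.00243), against 0.06 for all genes. Of the dendritic cell markers 6 of 9 are listed and of the lineage markers 5 of 9. The planar cell polarity and WNT sets had the same lowest log2 change, −0.313, so they overlap and are not 2 separate results. For narrower lists of polarity genes, the polarity complex list had a median of 0.098 (adjusted p = 0.426). The Fig. S5A genes had 0.13 (adjusted p = 0.615), both from limma's camera test. Down were the 8 mast cell and basophil markers (−0.19, all 8 lower, adjusted p = 0.00143), the 6 eosinophil markers (−0.46, 5 lower, adjusted p = 0.00929), and the Fig. S6B genes, whose adjusted p-value was 0.209 without *Tnfrsf1b*, a list chosen after the result was seen.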
